# Transforming growth factor beta1 targets estrogen receptor signaling in bronchial epithelial cells

**DOI:** 10.1186/s12931-018-0861-5

**Published:** 2018-08-30

**Authors:** L. Cody Smith, Santiago Moreno, Lauren Robertson, Sarah Robinson, Kristal Gant, Andrew J. Bryant, Tara Sabo-Attwood

**Keywords:** Transforming growth factor beta1, Estrogen, Estrogen receptor, Lung, Fibrosis

## Abstract

**Background:**

Sex differences in idiopathic pulmonary fibrosis (IPF) suggest a protective role for estrogen (E2); however, mechanistic studies in animal models have produced mixed results. Reports using cell lines have investigated molecular interactions between transforming growth factor beta1 (TGF-β1) and estrogen receptor (ESR) pathways in breast, prostate, and skin cells, but no such interactions have been described in human lung cells. To address this gap in the literature, we investigated a role for E2 in modulating TGF-β1-induced signaling mechanisms and identified novel pathways impacted by estrogen in bronchial epithelial cells.

**Methods:**

We investigated a role for E2 in modulating TGF-β1-induced epithelial to mesenchymal transition (EMT) in bronchial epithelial cells (BEAS-2Bs) and characterized the effect of TGF-β1 on ESR mRNA and protein expression in BEAS-2Bs. We also quantified mRNA expression of ESRs in lung tissue from individuals with IPF and identified potential downstream targets of E2 signaling in BEAS-2Bs using RNA-Seq and gene set enrichment analysis.

**Results:**

E2 negligibly modulated TGF-β1-induced EMT; however, we report the novel observation that TGF-β1 repressed ESR expression, most notably estrogen receptor alpha (ESR1). Results of the RNA-Seq analysis showed that TGF-β1 and E2 inversely modulated the expression of several genes involved in processes such as extracellular matrix (ECM) turnover, airway smooth muscle cell contraction, and calcium flux regulation. We also report that E2 specifically modulated the expression of genes involved in chromatin remodeling pathways and that this regulation was absent in the presence of TGF-β1.

**Conclusions:**

Collectively, these results suggest that E2 influences unexplored pathways that may be relevant to pulmonary disease and highlights potential roles for E2 in the lung that may contribute to sex-specific differences.

**Electronic supplementary material:**

The online version of this article (10.1186/s12931-018-0861-5) contains supplementary material, which is available to authorized users.

## Background

Epidemiological studies have associated sex with idiopathic pulmonary fibrosis (IPF) where males are more negatively impacted and females have better survival rates [1–5]. In addition, a study by our group found a statistical interaction between sex and IPF severity based on gene expression in diseased lung tissue [6]. Based on these observations, several hypotheses suggest a role for estrogens and androgens.

Sex-based studies of pulmonary fibrosis in small animal models have produced mixed results. Several reports suggest that estrogen (E2) is protective and androgens exacerbate fibrotic responses. For example, bleomycin caused increased pulmonary fibrosis in male mice compared to females [7, 8], and a recent study found that it was the presence of the Y chromosome and not necessarily sex itself that predisposed the lung to increased bleomycin-induced fibrosis in male and female mice [9]. Conversely, a study in rats indicated that females exhibited increased pulmonary fibrosis in response to bleomycin compared to males [10]. Importantly, variable responses to bleomycin in mice may be due to differential activity of bleomycin hydrolase between male and females [11]. Conversely, E2 was protective in ovariectomized mice where a significant increase in total lung collagen content and airway subepithelial collagen deposition was observed in ovariectomized mice which was mitigated by E2 administration [12].

Current reports have not probed the molecular mechanisms impacted by hormones in the lung contributing to sex-based differences in fibrotic disease except one study which found increased TGF-β1 expression in rat fibroblasts exposed to E2 [10]. Regulation of TGF-β1 by E2 has been extensively characterized in other model systems and the effects appear to be contextual. For example, E2 inhibited TGF-β1 signaling in breast cancer cells by reducing the expression of activators of TGF-β1 [13] and by increasing degradation of SMAD proteins [14, 15]. Conversely, E2 increased TGF-β1 secretion in dermal fibroblasts [16], and TGF-β1 levels were reduced in the kidneys of diabetic female mice lacking estrogen receptor alpha (ESR1) compared to wildtype mice suggesting positive regulation of TGF-β1 by E2 [17].

E2 binds and activates several receptors including the nuclear transcription factors estrogen receptor alpha (ESR1), estrogen receptor beta (ESR2), and several variants thereof, and the putative membrane-bound G-protein coupled estrogen receptor 1 (GPER1). Studies aiming to decipher receptor-specific effects on TGF-β1 signaling have been limited to non-lung cells and tissues (i.e. breast). For example, Stope et al. found that ESR1 but not ESR2 inhibited TGF-β1 activation in breast cancer cells [18] while others found that both ESR1 and ESR2 suppressed TGF-β1 signaling by associating with and acting as a transcriptional corepressor for SMAD3 [19, 20]. Other studies showed a role for GPER1 in mediating E2-dependent reduction in SMAD protein activation in breast cancer cells [21] and TGF-β1-induced extracellular matrix (ECM) production in human and rat mesangial cells [22].

Given the preponderance of opposing actions of E2 on TGF-β1 in in vitro systems other than the lung and the epidemiological evidence suggesting a male sex-bias in IPF, we hypothesized that E2 would inhibit TGF-β1-induced signaling in lung epithelial cells. To test this hypothesis, we investigated the impact of E2 on TGF-β1-induced epithelial to mesenchymal transition (EMT), characterized the expression of ESRs in bronchial epithelial cells and lung tissue from individuals with IPF, and performed RNA-Seq analysis to identify targets of E2 in bronchial epithelial cells.

## Methods

### Chemicals

Recombinant human transforming growth factor beta1 (TGF-β1) was purchased from R&D Systems (> 97% purity, Catalog No. 240-B002, Minneapolis, MN) and 17β-Estradiol (E2) was purchased from Sigma (≥98% purity, Catalog No. E2758, Saint Louis, MO).

### Human lung samples

The human lung tissue samples used in this study were a kind gift from Dr. Andrew Bryant. The explanted lung tissue was obtained from subjects undergoing lung transplant for IPF and from lungs rejected for transplant from normal controls per the National Institutes of Health Lung Tissue Research Consortium (protocol no. 14-99-0011). This study consisted of fifteen patients, eight with IPF (*n* = 8) and seven controls (*n* = 7) described in detail in Table 1. A diagnosis of IPF was determined based on ATS criteria [23, 24]. The protocol for collection of lung tissue samples and subsequent studies were approved by the institutional review board at Vanderbilt University and the University of Florida [25]. Immediately after lung biopsy or resection, a portion of the lung was removed and flash-frozen in liquid nitrogen or dry ice and stored at − 80 °C.

**Table 1:** Patient demographic data

Characteristics	Controls	Patients
Male/Female	2/3	8/0
Age^a^	64 ± 14.78	61.5 ± 7.11
Smoking Status		
Never	4	6
Ever	1	2
FVC, % predicted^a^	105.2 ± 7.79	42.9 ± 14.39

^a^Mean ± SD

### Cell culture

Human bronchial epithelial cells (BEAS-2Bs, CRL-9609™) were purchased from ATCC and cultured according to manufacturer’s specifications. STR analysis and mycoplasma contamination testing was not performed. Cells were cultured in bronchial epithelial growth medium (BEGM) consisting of bronchial epithelial basal medium (BEBM, Lonza CC-3171, Walkersville, MD) and the BEGM SingleQuot Kit Supplements & Growth Factors (Lonza CC-4175) but exchanging gentamicin for Penicillin-Streptomycin-Neomycin (PSN) Antibiotic Mixture (Gibco 15,640, ThermoFisher Scientific Inc., Waltham, MA). Cells were cultured in T75 Corning™ U-Shaped Cell Culture Flasks (Corning 430,641 U, Fisher Scientific Co LLC, Pittsburgh, PA) coated with a matrix (4.5 mL per 75 cm^2^) consisting of 0.01 mg/mL fibronectin (Akron AK8350, City, State), 0.03 mg/mL bovine collagen (Gibco A10644–01), and 0.01 mg/mL BSA (Fisher BP1605) in BEBM. Cells were sub-cultured up to 11 times before use in exposure studies. All exposures were performed in BEGM without the supplied bovine pituitary extract (BPE) aliquot because its composition is not defined. For the gene expression experiments, BEAS-2Bs were plated at 40,000 cells/mL on matrix-coated 12-well Nunc™ Cell-Culture-Treated Multidishes (ThermoFisher Scientific Inc.), allowed to adhere overnight, and subsequently exposed for 48 h to the indicated concentrations of TGF-β1 dissolved in 0.1% BSA (Fisher BP1605) and 4 mM HCl or 10 nM E2 dissolved in DMSO (Mediatech Inc. MT25950CQC). Doses of TGF-β1 and E2 were chosen based on efficacy in previous experiments [26–30]. For the protein expression experiments, BEAS-2Bs were plated at 60,000 cells/mL on matrix-coated 6-well Corning® Costar® cell culture plates (Costar 3516), allowed to adhere overnight, and subsequently exposed for 48 h to the indicated concentrations of TGF-β1 in BEBM without BPE. All chemical solvent concentrations were maintained below 0.1%.

### Total RNA extraction and purification

Frozen whole lung samples were pulverized over liquid nitrogen using a mortar and pestle then mechanically disrupted in RNA STAT-60™ Reagent (Tel-Test, Inc. Cs-502, Friendswood, TX) using a handheld homogenizer, and cell lysates were collected in RNA STAT-60™ Reagent and vortexed to promote lysis. RNA was extracted per manufacturer’s specifications followed by overnight precipitation at − 20 °C using 100% molecular biology grade isopropanol (Fisher BioReagents™ BP26184) containing 0.067% *v*/v GlycoBlue™ Coprecipitant (Ambion® AM9515). Precipitated RNA was pelleted by centrifugation at 14000 x g for 45 min at 4 °C and purified by washing 2X with 75% molecular biology grade absolute ethanol (Fisher BioReagents™ BP28184). RNA pellets were reconstituted in 15 μL RNAsecure™ (Ambion® AM7010). RNA was quantified using a Synergy™ H1 plate reader (BioTek Instrument, Inc., Winooski, VT) and RNA integrity was analyzed using a Bioanalyzer 2100 instrument (Agilent Technologies, Santa Clara, CA).

### qPCR

RNA (1–2 μg) was DNase-treated using the PerfeCTa DNase I Kit (Quanta BioSciences 95,150-01 k, VWR International LLC, Suwanee, GA) and subsequently reverse transcribed using the qScript™ cDNA Synthesis Kit (Quanta BioSciences 95,047). cDNA was diluted 1:20 in RNase-DNase free water. Each 10 μL qPCR reaction contained 1× SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad 172–5270, Hercules, CA), 850 nM forward and reverse primers, and 3.3 μL of the cDNA dilution. Per MIQE guidelines [31], gene specific primers and cycling parameters are displayed in Table 2. *ESR2* primers were purchased from Bio-Rad (Unique Assay ID: qHsaCID0013184). Each qPCR reaction was followed by melt curve analysis to verify primer specificity. Cq values were determined by regression method using the CFX Manager 2.1 software and quantified using the relative ΔΔCq method [32] or the ratio method [33] when indicated. In the case of no amplification, a Cq value of 40 was applied. For the cell culture experiments, target gene expression was normalized to glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) expression and to ribosomal protein S13 (*RPS13*) expression in the human lung tissue samples.

**Table 2:** Primer information for qPCR

Gene	Forward (5′-3′)	Reverse (5′-3′)	Protocol	Efficiency	Source
*GAPDH*	GAAGGTGAAGGTCGGAGTC	GAAGATGGTGATGGGATTTC	95C 3m; 95C 10s, 60C 30s, ×40	93.9%	[92]
*ESR1*	CCACCAACCAGTGCACCATT	GGTCTTTTCGTATCCCACCTTTC	95C 3m; 95C 10s, 60C 30s, ×40	100.7%	[93]
*ESR2*	Proprietary	Proprietary	95C 3m; 95C 10s, 60C 30s, ×40	102.9%	Bio-Rad
*GPER*	GCTCCCTGCAAGCAGTCTTT	GAAGGTCTCCCCGAGAAAGC	95C 3m; 95C 10s, 60C 30s, ×40	97.2%	[94]
*SNAI1*	CCAGACCCACTCAGATGTCAA	GGACTCTTGGTGCTTGTGGA	95C 3m; 95C 10s, 58C 30s, ×40	97.2%	[94]
*CDH1*	GAAAGCGGCTGATACTGACC	CTCAGACTAGCAGCTTCGGA	95C 3m; 95C 10s, 58C 30s, ×40	104.9%	[94]
*ACTA2*	CATCATGCGTCTGGATCTGG	GGACAATCTCACGCTCAGCA	95C 3m; 95C 10s, 60C 30s, ×40	94.8%	[95]
*MMP2*	TGTGTTCTTTGCAGGGAATG	TCCAGAATTTGTCTCCAGCA	95C 3m; 95C 10s, 58C 30s, ×40	93.6%	[96]
*CTGF*	AATGCTGCGAGGAGTGGGT	CGGCTCTAATCATAGTTGGGTCT	95C 3m; 95C 10s, 60C 30s, ×40	96.4%	[97]
*VIM*	GCGTGAAATGGAAGAGAACT	GGTATCAACCAGAGGGAGTG	95C 3m; 95C 10s, 56C 10s, 72C 30S, ×40	104.0%	[30]
*MUC15*	CCATCGGCGACTTTATGACG	TCTTCACTTTCTGGCATGGCT	95C 3m; 95C 10s, 60C 30s, ×40	92.1%	[94]

### Protein extraction and purification

After exposure, media was removed, and cells were washed 3X with ice-cold PBS and subsequently collected in 200 μL RIPA Lysis and Extraction Buffer (Pierce Biotechnology 89,900) containing Pierce™ Protease Inhibitor Tablets (Pierce Biotechnology 88,265) using a cell scraper. The lysates were passed 5X through a 25-gauge needle and incubated on ice for 30 min with intermittent mixing. Thereafter, the lysates were centrifuged at 14000 x g for 20 min at 4 °C, supernatants were removed, and total protein quantified using the Pierce BCA Protein Assay Kit (Pierce Biotechnology 23,225).

### Western blot

For SDS-PAGE, total protein (15 μg) was diluted in Novex™ Tris-Glycine SDS Sample Buffer (2X) (Invitrogen LC2676) and loaded onto a Novex™ WedgeWell™ 4–12% Tris-Glycine Mini Gel (Invitrogen XP04120BOX). Electrophoresis was performed for 30 min at 225 V and electrophoresed proteins were subsequently transferred to nitrocellulose membranes (GVS Life Sciences EP4HY00010) by semi-dry transfer method under 15 V for 30 min. Blots were blocked with 5% dehydrated milk dissolved in TBST for 1 h at room temperature, then incubated with mouse monoclonal antibody specific for estrogen receptor α (anti-ESR1, Santa Cruz Biotechnology, Inc. SC-514857, Dallas, TX) diluted 1:100 in blocking solution overnight at 4 °C. Blots were washed 3X in TBST for 10 min and incubated with HRP-linked Rabbit anti-Mouse IgG (H + L) Secondary Antibody (Pierce 31,450, Rockford, IL) diluted 1: 4000 in TBST for 1 h at room temperature. Blots were washed 3X with TBST for 10 min at room temperature, then 1X with TBS at room temperature. Thereafter, blots were incubated with 1:1 solution of Clarity™ Western ECL Blotting Substrates (Bio-Rad 170–5060, Hercules, CA) and imaged using the auto-exposure option on a Bio-Rad ChemiDoc™ MP system (Bio-Rad 17,001,402). After probing with anti-ESR1, blots were incubated 2X for 10 min at room temperature in mild stripping buffer (0.1 M Glycine, 20 mM MgAcetate, 50 mM KCl, pH 2.2), then washed 3X with TBST for 5 min at room temperature. To verify antibody stripping, the blot was probed with HRP-linked secondary antibody and re-imaged as before. After verification of anti-ESR1 removal, the blot was incubated in blocking solution for 1 h at room temperature, then incubated with mouse monoclonal antibody specific for β-Actin (anti-β-Actin, Sigma A5441) diluted 1:5000 in blocking solution overnight at 4 °C. The blot was subsequently washed as before, incubated in HRP-linked Rabbit anti-Mouse IgG (H + L) Secondary Antibody (Pierce 31,450) diluted 1:5000 in TBST for 1 h at room temperature, and imaged as before. Densitometry was performed in ImageJ [34] using the Gel Analysis method outlined in the ImageJ documentation.

### RNA-Seq library preparation and sequencing

RNA library construction was performed at the Interdisciplinary Center for Biotechnology Research (ICBR) Gene Expression Core, University of Florida (UF). RNA concentration was determined on Qubit® 2.0 Fluorometer (ThermoFisher/Invitrogen, Grand Island, NY), RNA quality was assessed using the Agilent 2100 Bioanalyzer. Total RNA with 28S/18S > 1 and RNA integrity number (RIN) ≥ 7 was used for RNA-seq library construction. The RINs of all total RNA samples were 9.7–10. 2 μL of 1:2000 diluted External RNA Controls Consortium (ERCC) Spike-In Mix (Ambion™ 4,456,740, ThermoFisher Scientific Inc.) was added to 100 ng of high-quality total RNA followed by mRNA isolation using NEBNext Poly(A) mRNA Magnetic Isolation module (New England Biolabs E7490, Ipswich, MA) and RNA library construction with NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs E7530) according to the manufacturer’s user guide. Specifically, 100 ng of total RNA together with 2 μL of 1:2000 diluted ERCC was added to extracted mRNA with 15 μL of NEBNext Magnetic Oligo d(T)25 and fragmented in NEBNext First Strand Synthesis Buffer by heating at 94 °C for 8 min, followed by first-strand cDNA synthesis using reverse transcriptase and random primers. Synthesis of ds cDNA was done using the 2nd strand master mix provided in the kit. The resulting double-stranded cDNA was end-repaired, dA-tailed and ligated with NEBNext adaptors. Finally, library was enriched by 13 cycles of amplification, and purified by Meg-Bind RxnPure Plus beads (Omega Biotek M1386, Norcross, GA). Bar-coded libraries were sized on the bioanalyzer, quantitated by QUBIT and qPCR (Kapa Biosystems KK4824, Wilmington, MA). Seventeen individual libraries were pooled at equal molar (20 nM).

Bar-coded cDNA was sequenced using the 2 × 100 configuration in 2 lanes of a HiSeq 3000 instrument (Illumina, San Diego, CA). The yield for the run was in the expected range, the quality was good with Q30 > 96.25%, and the pool was well-balanced (in terms of number of reads per samples).

### Bioinformatics

Short reads were trimmed and filtered to remove low-quality reads using Trimmomatic version 0.36. Quality control was assessed using the FastQC tool, version 0.11.4. Short reads were aligned to the transcriptome using STAR version 2.5.2a. Transcript quantification and differential analysis was performed using RSEM version 1.2.31. Differential analysis was performed at the level of coding genes, all transcript, and all splicing isoforms. Coding genes, transcripts, and splicing isoforms were considered statistically significant if FDR-corrected *p*-value ≤5% and fold change > 1.5 in either direction. Clustering analysis was performed using the ‘gplots’ package in R version 3.3.2 (2016-10-31). Gene set enrichment analysis was performed using Pathway Studio® Version 11.4.0.8 operating on the ResNet Mammalian database (Elsevier). Statistically significant enrichment (*p* ≤ 0.05) of predefined gene sets was determined by Mann-Whitney U-test. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [35] and are accessible through GEO Series accession number GSE100574 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100574).

### Statistics

Normality of experimental data was determined by D’Agostino & Pearson omnibus normality test, Shapiro-Wilk normality test, or KS normality test using GraphPad Prism software (Version 5.01, GraphPad Software, Inc.). Data were determined to be normal by passing at least one normality test (*p* < 0.05). For qPCR and western blot analyses, statistically significant differences (*p* < 0.05) in mean fold changes between experimental groups were determined by one-way ANOVA followed by Newman-Keuls multiple comparison test or unpaired, two-tailed t test when indicated using GraphPad Prism software. If the data were not normal, statistically significant differences were determined by two-tailed Mann-Whitney U test.

## Results

### TGF-β1 induces changes consistent with EMT

To begin investigations, we optimized a well-characterized model of TGF-β1-induced EMT based on changes in gene expression. BEAS-2Bs were exposed to TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h and mRNA expression of molecular markers for EMT were assayed by qPCR. Results revealed a dose-dependent response where exposure of cells for 48 h to 1 and 5 ng/mL TGF-β1 caused a significant reduction in expression of the epithelial cell type marker, E-cadherin (*CDH1*), compared to control cells (Fig. 1a). Conversely, exposure of cells to 1 and 5 ng/mL TGF-β1 caused a significant increase in expression of the mesenchymal cell type markers, Vimentin (*VIM*), Snail family transcriptional repressor 1 (*SNAI1*), N-cadherin (*CDH2*), and Fibronectin (*FN1*) compared to control cells (Fig. 1b, d-f). Exposure of cells to TGF-β1 did not affect expression of the myofibroblast cell type marker, alpha smooth muscle actin (*ACTA2*) at any tested doses (Fig. 1c).

**Fig. 1:**
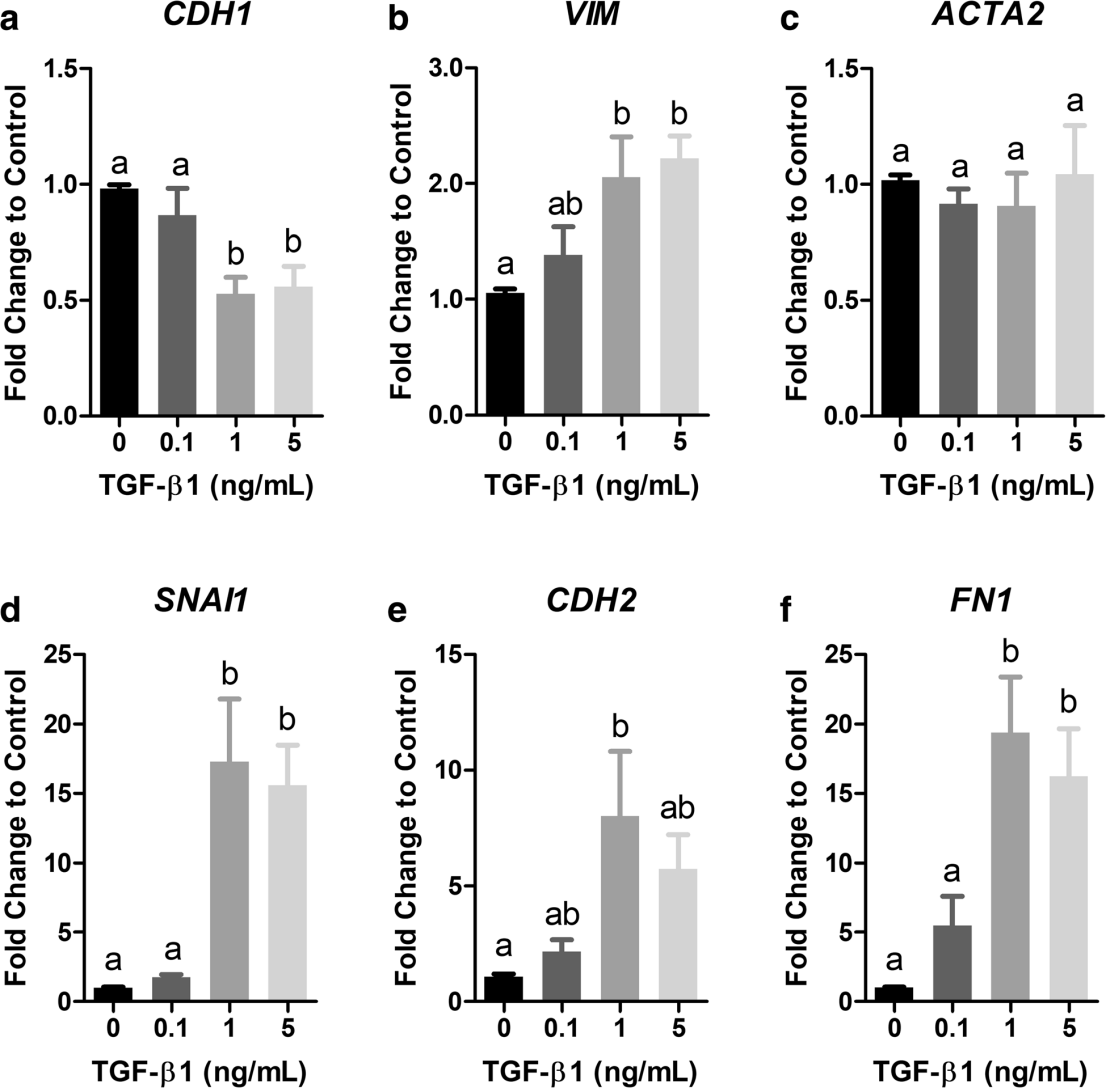
TGF-β1 induces EMT-like changes in mRNA expression in BEAS-2B cells. (**a-f**) BEAS-2B cells were exposed to TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h and mRNA expression of the epithelial cell type marker, E-cadherin (*CDH1,* **a**), the mesenchymal cell type markers Vimentin (*VIM*, **b**), Snail family transcriptional repressor 1 (*SNAI1*, **d**), Cadherin 2 (*CDH2*, **e**), and Fibronectin (*FN1*, **f**), and the myofibroblast cell type marker, Alpha smooth muscle actin (*ACTA2*) was measured by qPCR. Target gene expression was normalized to *GAPDH* mRNA expression and quantified as fold change to control using the relative ΔΔCq method. Data are mean ± SEM of three or four independent experiments. Different letters indicate statistically significant (*p* < 0.05) differences between groups as determined by one-way ANOVA and Newman-Keuls multiple comparison test

### E2 does not significantly affect TGF-β1-induced EMT

A role for E2 in modulating TGF-β1-induced EMT was assessed by exposing BEAS-2B cells to 5 ng/mL TGF-β1 in the presence and absence of 10 nM E2 for 48 h. Thereafter, expression of EMT marker genes was assayed by qPCR. As expected, 5 ng/mL TGF-β1 caused a reduction (0.686-fold, *p* > 0.05) in *CDH1* mRNA expression (Fig. 2a). However, the addition of 10 nM E2 did not significantly affect the TGF-β1-induced response or *CDH1* expression individually (Fig. 2a). Exposure of cells to 5 ng/mL TGF-β1 caused a trend of increased mRNA expression of the mesenchymal markers, *VIM* (*p* > 0.05), *SNAI1* (*p* > 0.05), *CDH2*, *FN1* (Fig. 2b, d-f) and similar to *CDH1*, exposure of cells to 5 ng/mL TGF-β1 in the presence of 10 nM E2 did not result in a statistically significant difference from cells exposed to TGF-β1 individually (Fig. 2b, d-f). As before, there were no statistically significant differences in expression of *ACTA2* compared to control cells in any exposure group, however there was a 1.74-fold trend of increased expression in the co-exposure group (Fig. 2c). Statistically significant differences could not be determined between groups for *CDH2* and *FN1* because these data were generated from only two independent experiments.

**Fig. 2:**
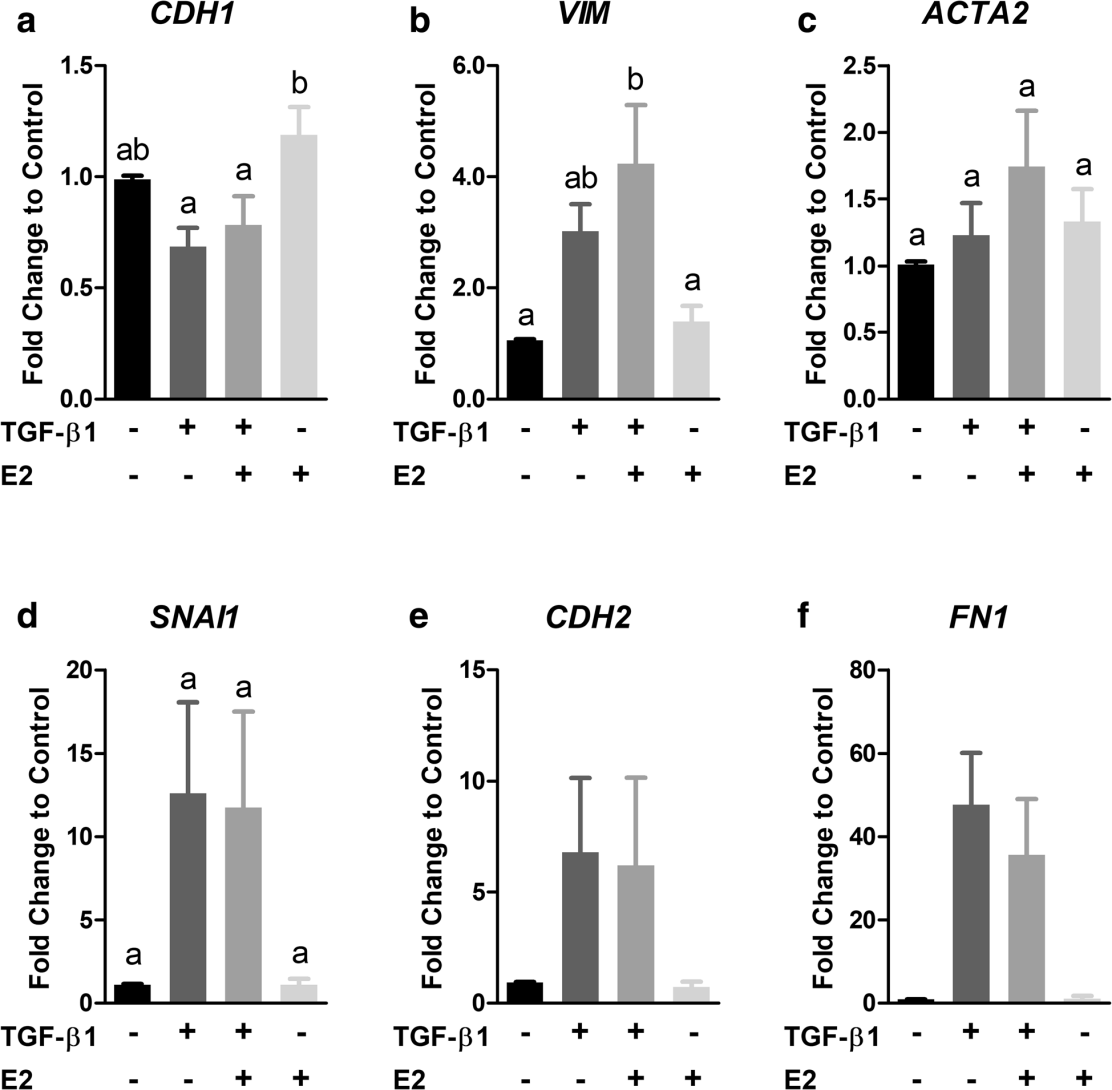
E2 does not significantly affect TGF-β1-induced EMT. BEAS-2B cells were exposed to 5 ng/mL TGF-β1 in the presence or absence of 10 nM E2 for 48 h. (**a-f**) Expression of *CDH1* (**a**), *VIM* (**b**), *ACTA2* (**c**), *SNAI1* (**d**), *CDH2* (**e**), and *FN1* (**f**) mRNA was measured by qPCR. Target gene expression was normalized to *GAPDH* mRNA expression and quantified as fold change to control using the relative ΔΔCq method. Data are mean ± SEM of three or four (**a-d**) or two (**e-f**) independent experiments. Different letters indicate statistically significant (*p* < 0.05) differences between groups as determined by one-way ANOVA and Newman-Keuls multiple comparison test

### TGF-β1 reduces estrogen receptor mRNA and protein expression

Next, we investigated whether estrogen receptor mRNA expression was was a target for TGF-β1. The baseline expression levels of estrogen receptor alpha (*ESR1*), estrogen receptor beta (*ESR2*), and g-protein coupled estrogen receptor (*GPER1*) in control cells were expressed as a ratio to *ESR1* based on the method described by Pfaffl et al. [33] to determine relative baseline expression levels. The relative expression of each receptor subtype was *GPER1* > *ESR1* > *ESR2* (Fig. 3a). Exposing BEAS-2Bs to increasing concentrations of TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h caused a 1.81-, 3.11-, and 2.87-fold (*p* < 0.05) decrease in *ESR1* mRNA expression compared to controls (Fig. 3b). Similar trends were observed for *ESR2* mRNA expression compared to controls (Fig. 3c), and a 1.44, 1.72, and 1.78-fold (*p* < 0.05) decrease in *GPER1* mRNA expression compared to controls (Fig. 3d) was observed for the three doses, respectively.

**Fig. 3:**
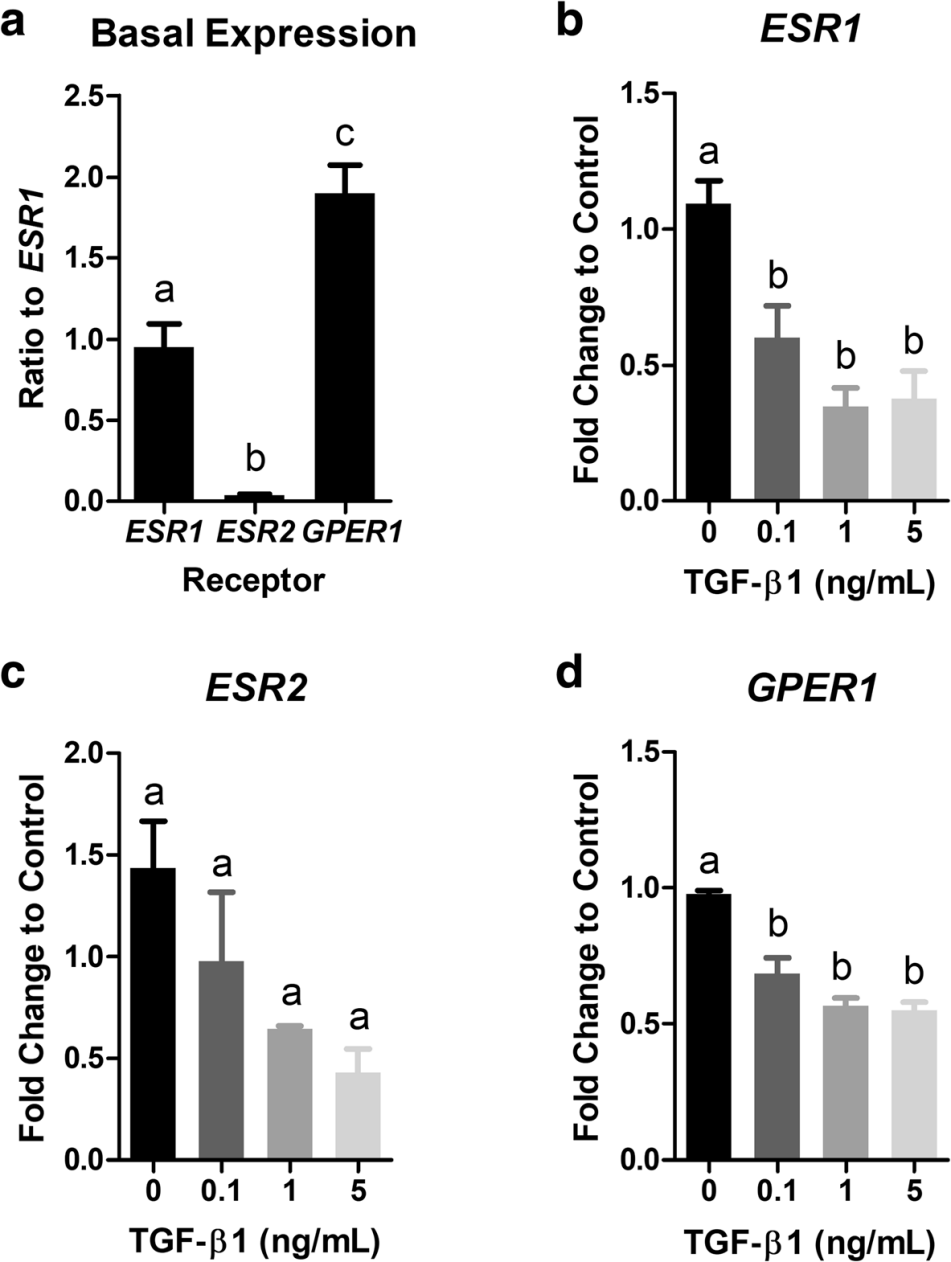
TGF-β1 down-regulates *ESR1*, *ESR2*, and *GPER1* mRNA expression in BEAS-2Bs. (**a**) Relative expression of estrogen receptor subtypes in control cells was *GPER1* > *ESR1* > *ESR2*. ESR gene expression was normalized to *GAPDH* mRNA expression and calculated as a ratio to *ESR1* mRNA expression. (**b-d**) BEAS-2B cells were exposed to TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h and expression of *ESR1* (*n* = 3; **b**), *ESR2* (*n* = 2; **c**), and *GPER1* (*n* = 3; **d**) mRNA was measured by qPCR. Target gene expression was normalized to *GAPDH* mRNA expression and quantified as fold change to control using the relative ΔΔCq method. Data are mean ± SEM and different letters indicate statistically significant (*p* < 0.05) differences between groups as determined by one-way ANOVA and Newman-Keuls multiple comparison test

BEAS-2Bs were exposed to TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h and ESR1 was detected by western blot to determine if TGF-β1 reduced ESR1 protein levels (Fig. 4a). Signal intensity was quantified by densitometry using ImageJ (Fig. 4b). Similar to the mRNA results, TGF-β1 (0.1, 1, and 5 ng/mL) caused a 2.09-, 2.77-, and 3.76-fold significant decrease in ESR1 protein levels, respectively (Fig. 4b).

**Fig. 4:**
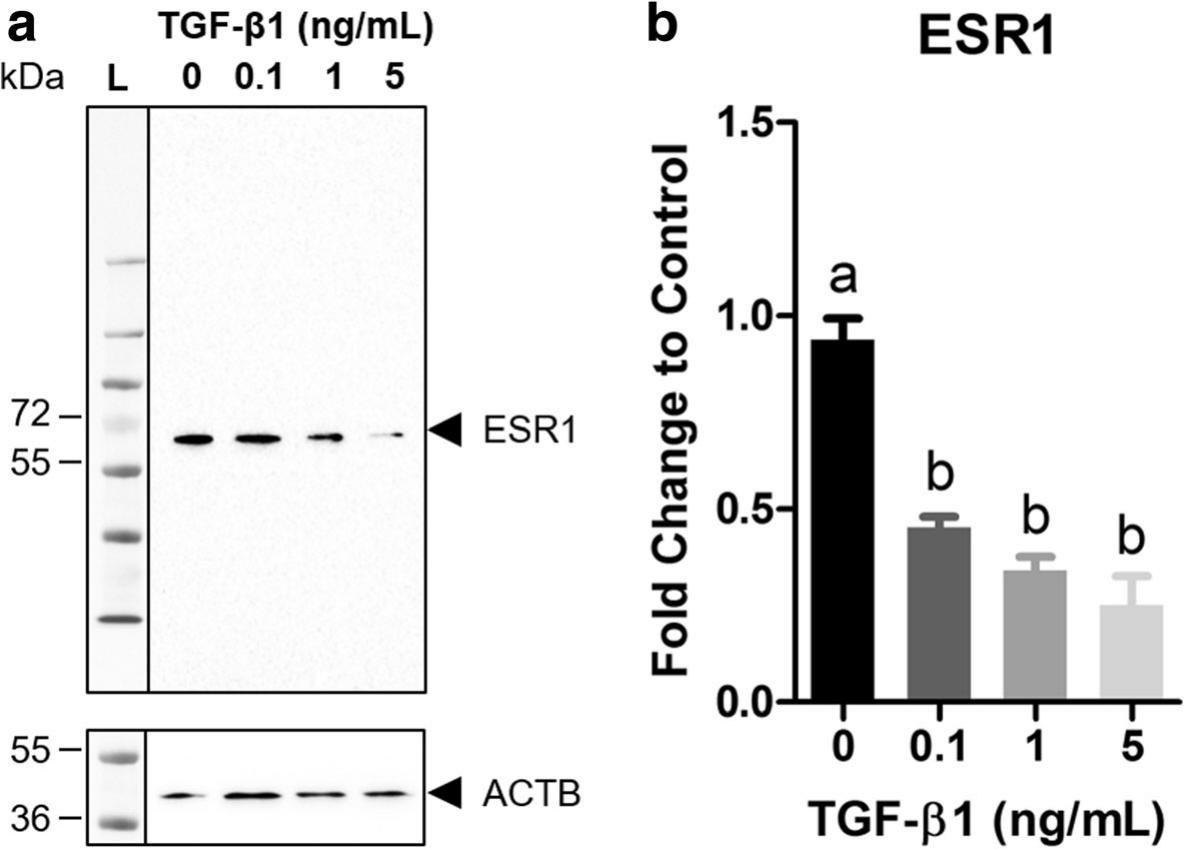
TGF-β1 down-regulates ESR1 protein expression. BEAS-2B cells were exposed to TGF-β1 (0.1, 1, and 5 ng/mL) for 48 h and ESR1 protein expression was measured by western blot followed by densitometric analysis in ImageJ. **a** Representative western blot. **b** Fold change ESR1 protein expression was normalized to Beta-actin (ACTB) and calculated as fold change to vehicle control (0 ng/mL TGF-β1). Data are mean ± SEM normalized arbitrary density units of duplicate measurements per blot of three independent experiments. Different letters indicate statistically significant (*p* < 0.05) differences between groups as determined by one-way ANOVA and Newman-Keuls multiple comparison test

### Estrogen receptor mRNA expression is reduced in lungs of patients with IPF

We next questioned whether our in vitro results translated in vivo. To answer this, mRNA expression of *ESR1*, *ESR2*, and *GPER1* was compared in lung tissue from healthy controls to individuals with end-stage IPF given that those with IPF tend to have higher TGF-β1 serum levels compared to healthy controls [36]. A qPCR analysis found that *ESR1* and *GPER1* mRNA expression was significantly reduced in the lungs of patients with end-stage IPF compared to healthy controls while there was a trend of reduced expression of *ESR2* in the former group (Fig. 5a-c).

**Fig. 5:**
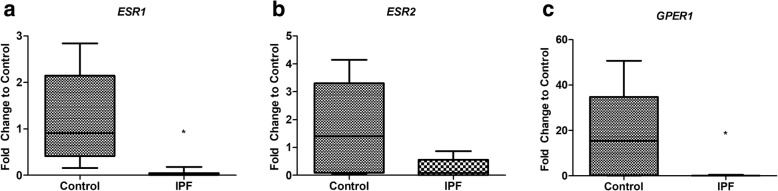
Estrogen receptor mRNA expression is reduced in lungs of patients with severe IPF compared to healthy control subjects. **a-c** Gene expression of *ESR1* (**a**), *ESR2* (**b**), and *GPER1* (**c**) was measured in lung tissue from patients with IPF and healthy controls by qPCR. Target gene expression was normalized to *GAPDH* mRNA expression and quantified as fold change to control using the relative ΔΔCq method. Box plots represent 5–95% confidence intervals and asterisks (*) indicate statistically significant (*p* < 0.05) differences compared to controls as determined by two-tailed Mann-Whitney U test

### TGF-β1 and E2 exhibit unique transcriptional profiles

RNA-Seq was performed to identify transcriptional targets of E2 in bronchial epithelial cells and cellular processes that may be affected by the observed down-regulation of ESR expression by TGF-β1. 

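RNA-Seq libraries were prepared from poly(A) RNA of BEAS-2B cells, an immortalized line of human bronchial epithelial cells, at passage 7. The vehicle group had 5 libraries (replicates 1, 2, 3, 4 and 15), the TGF-β1 group 5 (replicates 5, 6, 7, 8 and 16), the TGF-β1 + E2 group 4 (replicates 9, 10, 11 and 17) and the E2 group 3 (replicates 12, 13 and 14). The paper gives exposures of 48 h to TGF-β1 and 24 h to E2, while the labels of the libraries give 48 h for both compounds, and the paper's times are used here. The titles of replicates 15 and 16 carry numbers after those of all other libraries, and the title of replicate 17 carries 2 numbers, 1 that fills a gap among the earlier ones and 1 after them. These 3 libraries were also left out, and entered as a separate term, in alternative fits, which treat replicate 17 as a late library although its title does not settle this. Within them there is 1 library per group and none of E2, too few for a comparison of their own. The authors quantified each library with RSEM and deposited a count table and tables of FPKM per gene and per transcript. In 16 of the 17 columns of the count table, the deposited values are a straight line of the expected counts, with a slope between 0.42 and 1.60 and 1 intercept per library, so the column sums of 16659716 to 55564944 are not read totals. The lines were undone from the spacing of the low values, and 11560 low values that a negative intercept had set to 0 in 7 libraries were put back from the FPKM of the same gene. After this step, the total count per library was 28700495 to 39253276 (median 32660532) in the vehicle group, 29446450 to 37654102 (median 34132181) in the TGF-β1 group, 26569840 to 36240753 (median 30331113) in the TGF-β1 + E2 group and 30983876 to 37970170 (median 35116671) in the E2 group. A count of 3, taken as the limit below which a gene is read as not detected, corresponds to at most 0.109 CPM. The recovered expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test in a single fit of all 17 libraries, after TMM normalization and a filter on low counts that kept 17215 genes, 13926 of them coding. P-values were adjusted by the Benjamini-Hochberg method over the coding genes tested. Genes were called changed at an adjusted p-value of at most 0.05 and an absolute Log2(Fold Change) above 0.6, the thresholds of the paper's results. The paper's differential analysis was RSEM's own, which was not used here. Expression is given as CPM after TMM normalization, and coordinates are those of GENCODE 29 on GRCh38, matched by gene identifier, because the paper's text does not name a genome build. No rows of the spike-in RNA were found in the tables.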

For this experiment, BEAS-2Bs were exposed to either vehicle control, 5 ng/mL TGF-β1 for 48 h, 10 nM E2 for 24 h, or pre-exposed to 5 ng/mL TGF-β1 for 24 h and subsequently co-exposed to both 5 ng/mL TGF-β1 and 10 nM E2 for 24 h (Fig. 6a). 

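Of the 13926 coding genes tested, 2317 differed between the TGF-β1 and the vehicle groups at both thresholds, 1199 of them higher and 1118 lower with TGF-β1. The adjusted p-value alone was met by 4602 coding genes, and 5776 had an unadjusted p-value under 0.05. The libraries of the 2 groups did not overlap in 2056 of the 2317 genes. Over all coding genes tested, 24.8% showed no overlap, where chance gives 0.79% for 5 libraries against 5. Among alternatives that kept the fold threshold, limma on log2(FPKM + 1), an alternative chosen after seeing the data, moved the count most, to 1446 coding genes. With each of the 17 libraries left out in turn, between 2232 and 2334 coding genes were called. On counts simulated from the means and totals of these libraries, the same test called 92 of 100 genes changed by a Log2(Fold Change) of 1 and made 1 false call among the 13678 genes tested.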

Differential expression analysis resulted in 2182 coding genes with FDR-corrected *p*-value ≤0.05 and Log2(Fold Change) > |0.6| compared to controls in the TGF-β1 group. The expression of 2119 coding genes was altered in the group co-exposed to TGF-β1 and E2, and 10 in the group exposed to E2. 

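Between the TGF-β1 + E2 (n = 4) and the vehicle groups, 2308 coding genes passed both thresholds, 1132 of them higher and 1176 lower with the co-exposure. An unadjusted p-value under 0.05 was found for 5536 coding genes. No overlap between the 4 and the 5 libraries was found in 2081 of the genes called and in 26.8% of all coding genes tested, against 1.59% by chance. In the E2 group (n = 3), 0 coding genes passed both thresholds or the adjusted p-value alone. An unadjusted p-value under 0.05 was found for 283 coding genes, and the smallest adjusted p-value was 1. The 3 E2 libraries did not overlap with the 5 vehicle libraries in 598 coding genes, 4.29% of those tested, where chance gives 3.57%. The count for E2 was 0 under every alternative setting tried, including DESeq2 and each of the 17 fits that left out 1 library. On simulated counts with 3 libraries against 5, 90 of 100 genes changed by a Log2(Fold Change) of 1 were called, and 99 of 100 at a Log2(Fold Change) of 2. There 200 genes were changed, all with at least 1 CPM in vehicle, and genes were drawn independently. These shares therefore do not give the power for few changed genes, smaller changes or lower expression.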

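Coding genes were divided by the exposure groups in which they passed both thresholds against vehicle. In the TGF-β1 and TGF-β1 + E2 groups, 2027 coding genes were shared, all 2027 with the same sign. A further 290 passed in the TGF-β1 group alone and 281 in the TGF-β1 + E2 group alone, so that 2598 coding genes passed in at least 1 group. The E2 group had 0, alone or shared, with the 283 coding genes at an unadjusted p-value under 0.05 given above. Both comparisons used the same vehicle libraries. In 20 simulations from the fitted means of both TGF-β1 groups, with E2 unchanged and the controls shared, the overlap was between 2046 and 2099 genes (median 2075.5), so these do not tell how much of the overlap the shared controls add. The number of shared genes was 1264 with limma on log2(FPKM + 1), chosen after seeing the data, the lowest among settings that kept the fold threshold.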

In sum, 379, 316, and 6 genes were specifically altered in the TGF-β1, TGF-β1 + E2, and E2 groups, respectively, while 1798 genes were differentially regulated in both the TGF-β1 and TGF-β1 + E2 groups, and 4 were differentially regulated in all groups (Fig. 6b). Many of the genes significantly up-regulated by TGF-β1, such as CTGF, MMP2 and VIM, are well-known targets of this pathway (Fig. 7, Additional file 1: Table S1). 

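CTGF (ENSG00000118523, chromosome 6, 131948176 to 131951373) was measured at 19.4 ± 3.10 CPM (SD, n = 5) with vehicle and 131 ± 12.3 CPM (SD, n = 5) with TGF-β1, a Log2(Fold Change) of 2.75 (standard error 0.11, adjusted p = 1.62e-13 from edgeR's quasi-likelihood test). In the TGF-β1 + E2 group the value was 2.77 (standard error 0.11). MMP2 (ENSG00000087245, chromosome 16, 55389700 to 55506691) rose from 3.61 ± 0.325 to 69.4 ± 6.70 CPM (SD, n = 5 each), a Log2(Fold Change) of 4.26 (standard error 0.15, adjusted p = 2.59e-14), and by 4.19 (standard error 0.15) in the co-exposure group. VIM (ENSG00000026025, chromosome 10, 17228259 to 17237593) rose from 145 ± 8.42 to 625 ± 89.3 CPM (SD, n = 5 each), with a Log2(Fold Change) of 2.11 (standard error 0.10, adjusted p = 1.67e-12) and of 2.18 (standard error 0.10) with the co-exposure. For these 3 genes every library exposed to TGF-β1 lay above every vehicle library. VIM and CTGF share part of their exon bases with antisense genes, 12.4% and 8.3% with the largest, and the paper's text does not say whether strand was used in counting.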

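Large increases among the coding genes called in the TGF-β1 group, with a mean of at least 1 CPM and no overlap between libraries, were in COL22A1 (ENSG00000169436, chromosome 8, 138588235 to 138914006) and MMP9 (ENSG00000100985, chromosome 20, 46008908 to 46016561). COL22A1 had at most 3 counts in any vehicle library and was at least 78.6-fold higher with TGF-β1 and at least 77.1-fold higher with TGF-β1 + E2. MMP9 rose from 0.304 ± 0.139 to 31.9 ± 4.99 CPM (SD, n = 5 each), a Log2(Fold Change) of 6.73 (standard error 0.22). The largest decreases by fitted value were in C2orf54 (ENSG00000172478, chromosome 2, 240886048 to 240896889), GGT6 (ENSG00000167741, chromosome 17, 4556927 to 4560818) and ALDH3A1 (ENSG00000108602, chromosome 17, 19737984 to 19748943). C2orf54 had at most 2 counts in any TGF-β1 library and was at least 20.5-fold lower. This bound is −4.36 on the log2 scale, and ZNF750 fell further with TGF-β1, at −4.66, so the place of C2orf54 among the largest is uncertain. GGT6 fell by 5.45 (standard error 0.21) and ALDH3A1 by 5.19 (standard error 0.19) on the log2 scale. In the TGF-β1 + E2 group the same rule gave COL22A1 and KIAA1644 (ENSG00000138944, chromosome 22, 44243667 to 44312851), at least 25.8-fold higher, among the increases, and ALDH3A1, ZNF750 (ENSG00000141579, chromosome 17, 82829435 to 82840578) and GGT6, with Log2(Fold Change) values of −6.53, −5.34 and −5.27, as the largest decreases. The adjusted p-values of these genes lay between 1.03e-14 and 3.18e-09 in the comparisons named. KIAA1644 no longer passed with limma on log2(FPKM + 1), chosen after seeing the data. ZNF750 stood at 18.6 CPM in vehicle replicate 15, C2orf54 at 3.14 CPM in vehicle replicate 4, ALDH3A1 at 1.06 CPM in TGF-β1 replicate 5 and KIAA1644 at 3.71 CPM in TGF-β1 + E2 replicate 11, each far from the other libraries of its group.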

Other genes significantly up-regulated in all treatment groups included Sprouty RTK signaling antagonist 4 (*SPRY4*) and Dual specificity phosphatase 6 (*DUSP6*), and significantly down-regulated genes included Potassium voltage-gated channel subfamily Q member 1 (*KCNQ1*) and RAS protein activator like 1 (*RASAL1*) (Additional file 1: Tables S1-S2, Table 3). 

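SPRY4 (ENSG00000187678, chromosome 5, 142310427 to 142326455) was measured at 4.31 ± 0.649 CPM (SD, n = 5) with vehicle, 16.5 ± 4.03 (SD, n = 5) with TGF-β1, 16.8 ± 4.41 (SD, n = 4) with TGF-β1 + E2 and 7.24 ± 0.929 (SD, n = 3) with E2. Its Log2(Fold Change) was 1.93 (adjusted p = 6.95e-08 from edgeR's quasi-likelihood test) with TGF-β1, 1.96 (adjusted p = 1.16e-07) with TGF-β1 + E2 and 0.74 (standard error 0.21, adjusted p = 1) with E2. DUSP6 (ENSG00000139318, chromosome 12, 89347232 to 89353271) had 9.45 ± 1.62 CPM (SD, n = 5) with vehicle, and its Log2(Fold Change) was 2.14 with TGF-β1, 2.02 with the co-exposure and 0.73 (standard error 0.18, adjusted p = 1) with E2. An antisense gene covers 40.5% of the exon bases of DUSP6. KCNQ1 (ENSG00000053918, chromosome 11, 2444684 to 2849110) had 3.16 ± 0.514 CPM (SD, n = 5) with vehicle and Log2(Fold Change) values of −2.0011, −1.95 and −0.78 (standard error 0.25, adjusted p = 1) in the same order. All 3 E2 libraries lay outside the range of the 5 vehicle libraries for SPRY4, DUSP6 and KCNQ1. RASAL1 (ENSG00000111344, chromosome 12, 113098819 to 113136239) is a gene of low counts, with at most 40 in any library. It was measured at 0.915 ± 0.117 CPM with vehicle, 0.0481 ± 0.0543 with TGF-β1, 0.248 ± 0.194 with TGF-β1 + E2 and 0.489 ± 0.198 with E2 (SD), and its Log2(Fold Change) was −4.12 (standard error 0.57, adjusted p = 9.32e-06), −1.89 (standard error 0.51, adjusted p = 0.00698) and −0.90 (standard error 0.51, adjusted p = 1). Vehicle replicate 3 at 0.713 CPM and TGF-β1 replicate 8 at 0.142 CPM stood far from the other RASAL1 values of their groups. In TGF-β1 replicates 5, 6, 8 and 16 the RASAL1 counts were 1, 1, 5 and 1. These lie under the limits of 3.50, 1.70, 6.48 and 5.42 reads below which deposited values were 0. They are estimates put back from FPKM, so the size of the RASAL1 change with TGF-β1 is uncertain. SPRY4, DUSP6 and KCNQ1 were thus called in both groups exposed to TGF-β1, as was RASAL1, while none of the 4 passed the adjusted p-value with E2 over all coding genes tested. With limma on log2(FPKM + 1), chosen after seeing the data, RASAL1 was called in neither TGF-β1 group and KCNQ1 not in the co-exposure group. Among the 22 genes that the paper names for these groups, 15 were called with TGF-β1, 12 with TGF-β1 + E2 and 5 with E2 when p-values were adjusted over the list alone, against 13, 12 and 0 over all coding genes tested. The 5 with E2 were SPRY4, DUSP6, KCNQ1, CLIC3 and TRIM6-TRIM34. The list was chosen by the study on these libraries, so the first set of counts is not independent evidence.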

Genes that were specifically regulated by E2 included Retinol binding protein 7 [*RBP7*, Log2(Fold Change) = − 1.65] and Chloride intracellular channel 3 [*CLIC3,* Log2(Fold Change) = − 0.73] (Table 3). 

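RBP7 (ENSG00000162444, chromosome 1, 9997206 to 10016020) had at most 28 counts in any library. It was measured at 0.602 ± 0.0779 CPM (SD, n = 5) with vehicle, 0.533 ± 0.196 (SD, n = 5) with TGF-β1, 0.614 ± 0.211 (SD, n = 4) with TGF-β1 + E2 and 0.314 ± 0.0679 (SD, n = 3) with E2. Its Log2(Fold Change) with E2 was −0.93 (standard error 0.38, adjusted p = 1 from edgeR's quasi-likelihood test), and it stayed between −1.10 and −0.80 with each library left out in turn. With TGF-β1 it was −0.17 (standard error 0.31, adjusted p = 0.725). In the co-exposure group, 0.014 (standard error 0.33, adjusted p = 0.982), it took either sign across settings, with −0.073 for scaling by library totals. CLIC3 (ENSG00000169583, chromosome 9, 136994635 to 136996803) was measured at 13.7 ± 1.79 CPM (SD, n = 5) with vehicle and 8.33 ± 0.457 CPM (SD, n = 3) with E2, a Log2(Fold Change) of −0.72 (standard error 0.19, adjusted p = 1 from the same test). Vehicle replicate 4 stood at 16.9 CPM, far above the other 4 vehicle libraries. The Log2(Fold Change) of CLIC3 was 0.011 (standard error 0.16) with TGF-β1 and 0.016 (standard error 0.17) with TGF-β1 + E2, and both took the opposite sign with library totals, at −0.097 and −0.071. Without TGF-β1 replicate 16 the value of CLIC3 with TGF-β1 was −0.048. Leaving out TGF-β1 + E2 replicate 9 moved the values of the co-exposure group to −0.17 for RBP7 and −0.21 for CLIC3. For RBP7 and CLIC3, all 3 E2 libraries lay below all 5 vehicle libraries. The difference between the effects of E2 with and without TGF-β1 was 1.12 (standard error 0.50) for RBP7 and 0.72 (standard error 0.25) for CLIC3 on the log2 scale, with an adjusted p of 1.00 for both in the test of the interaction.

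**Figure D1:**
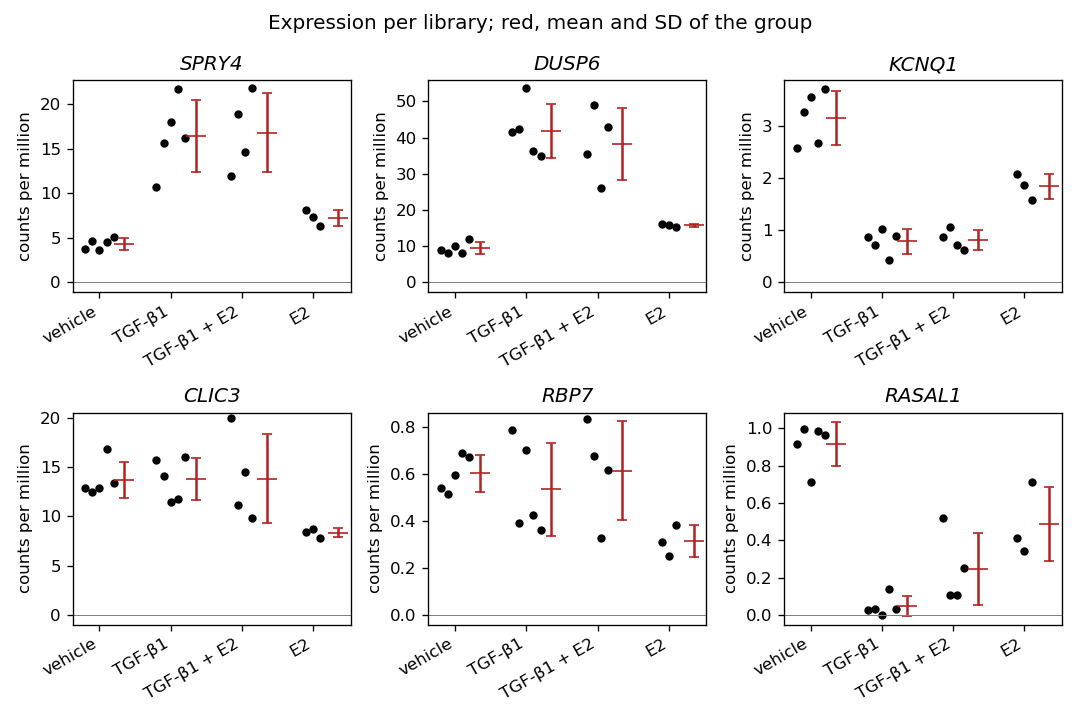
Expression in each library, in CPM on a linear axis that starts at 0, of SPRY4, DUSP6, KCNQ1, CLIC3, RBP7 and RASAL1 in the vehicle (n = 5), TGF-β1 (n = 5), TGF-β1 + E2 (n = 4) and E2 (n = 3) groups. Black dots are libraries and the red mark and bar are the mean and SD of a group. CLIC3 lies at 8.33 ± 0.457 CPM with E2 and at 13.7 ± 1.79 CPM with vehicle.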

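Profiles of Log2(Fold Change) against vehicle were compared over the 2598 coding genes that passed both thresholds in at least 1 exposure group. Across these genes, which are not independent replicates, Pearson's r was 0.971 between the TGF-β1 and TGF-β1 + E2 profiles, 0.253 between TGF-β1 and E2 and 0.233 between TGF-β1 + E2 and E2. The Euclidean distances were 21.8, 87.0 and 87.8 in the same order. The 3 profiles share their vehicle libraries, which alone correlates them. In 20 simulations in which all groups were unchanged, the median r of these pairs was 0.474, 0.427 and 0.402. In 20 further simulations in which only E2 was unchanged, it was 0.956 between the 2 TGF-β1 groups, 0.0791 between TGF-β1 and E2 and 0.0693 between TGF-β1 + E2 and E2, with highest values of 0.109 and 0.115 for the last 2 pairs. Genes were drawn independently in the simulations. With the vehicle libraries divided between the comparisons, r was 0.942, 0.186 and 0.138 in the order above. Without a filter on low counts it was 0.931 between the 2 TGF-β1 profiles, the lowest value among the settings tried.

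**Figure D2:**
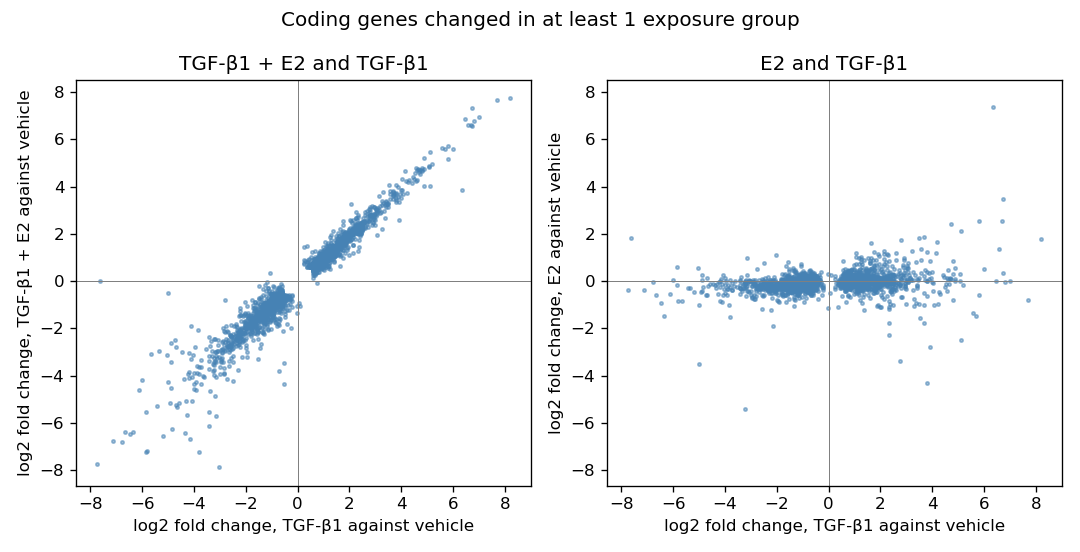
Log2(Fold Change) against vehicle of the 2598 coding genes that passed both thresholds in at least 1 exposure group. Each dot is a gene, with the TGF-β1 group on the horizontal axes and, on the vertical axes, the TGF-β1 + E2 group on the left (Pearson's r 0.971) and the E2 group on the right (Pearson's r 0.253).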

A hierarchical clustering analysis of genes differentially regulated in at least one exposure group showed that the expression profiles of the TGF-β1 and TGF-β1 + E2 group were more similar to each other than to the expression profile of E2 (Fig. 6c).

**Fig. 6:**
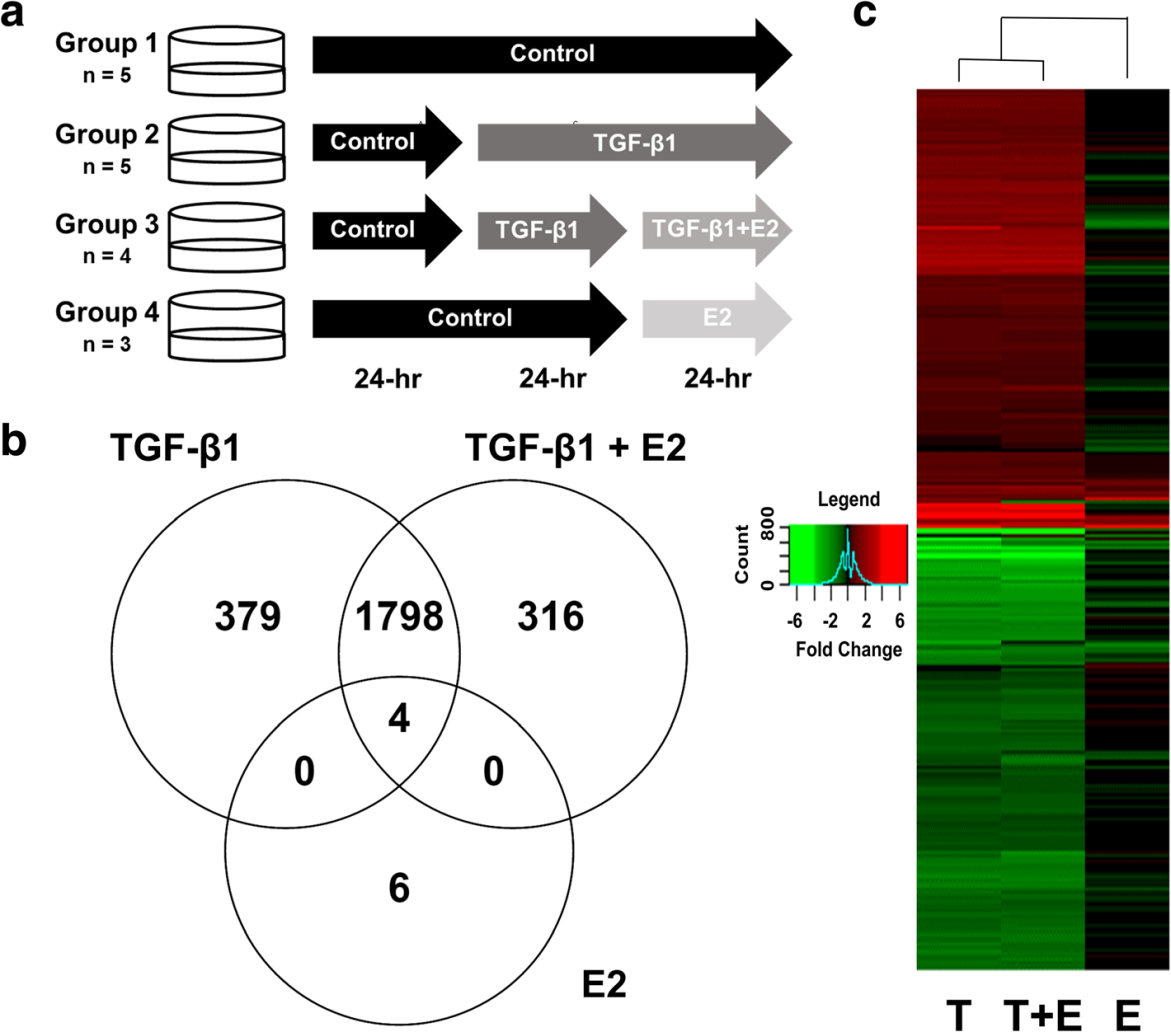
TGF-β1 and E2 exhibit distinct transcriptional profiles. **a** BEAS-2Bs were exposed to 5 ng/mL TGF-β1 and 10 nM E2 individually and in combination. Cells were acclimated for 24 h, then groups 2 and 3 were exposed to TGF-β1. After 24 h, groups 3 and 4 were exposed to E2, and all samples were collected 24 h thereafter. **b** Venn diagram highlighting distribution of differentially expressed genes [Log2(Fold Change) ≥ |0.6| and FDR-corrected *p*-value < 0.05] among the treatment groups. **c** Heat map showing the clustering and relative expression levels [Log2(Fold Change) compared to controls] of genes that were differentially expressed in at least one treatment group. Red coloring indicates up-regulation compared to controls and green coloring indicates down-regulation compared to controls, (T, TGF-β1; T + E, TGF-β1 + E2; E, E2)

**Fig. 7:**
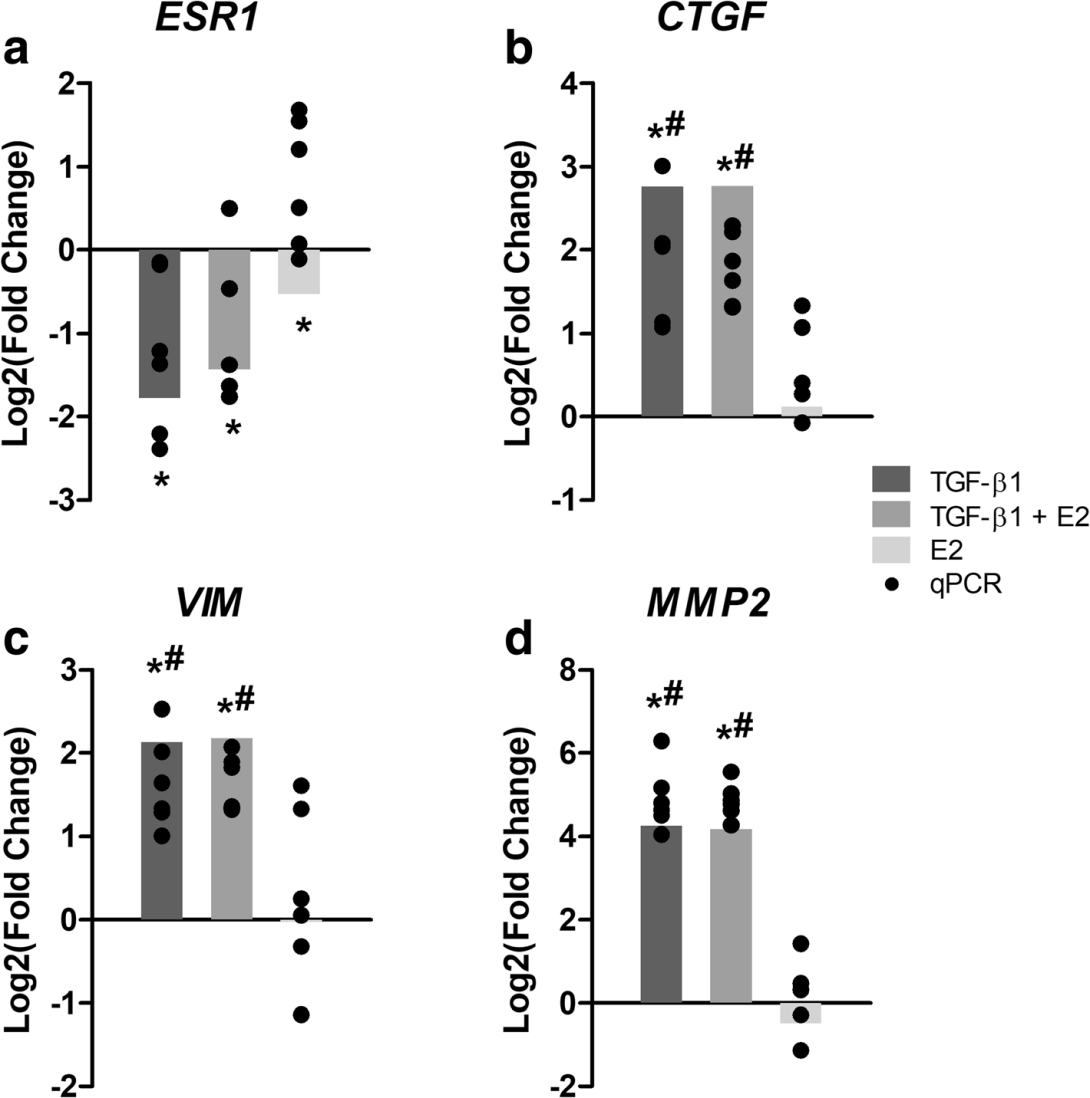
Orthogonal validation of RNA-Seq data. **a-d** Expression of select genes was validated by qPCR; *ESR1* (**a**), Connective tissue growth factor (*CTGF,* **b**), *VIM* (**c**), and Matrix metalloproteinase 2 (*MMP2*, **d**), in an identical and independent experiment. Bars represent expression [Log2(Fold Change)] of each gene in the RNA-Seq analysis, and black dots represent expression [Log2(Fold Change)] in each sample (*n* = 6) in the orthogonal experiment as determined by qPCR relative to vehicle control (DMSO). Target gene expression as measured by qPCR was normalized to *GAPDH* mRNA expression and quantified as fold change to control using the relative ΔΔCq method. Asterisks (*) indicate differential expression compared to controls [Log2(Fold Change) ≥ |0.6| and FDR-corrected *p*-value < 0.05] in the RNA-Seq analysis, and pound signs (#) indicate statistically significant (*p* < 0.05) differences compared to vehicle controls in the qPCR data as determined by one-way ANOVA and Newman-Keuls multiple comparison test

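The RNA-Seq values behind the bars were computed again for ESR1 (ENSG00000091831, chromosome 6, 151656691 to 152129619). It was measured at 3.65 ± 0.320 CPM (SD, n = 5) with vehicle, 1.03 ± 0.241 (SD, n = 5) with TGF-β1, 1.32 ± 0.540 (SD, n = 4) with TGF-β1 + E2 and 2.59 ± 0.603 (SD, n = 3) with E2. Its Log2(Fold Change) was −1.82 (standard error 0.23, adjusted p = 2.85e-06 from edgeR's quasi-likelihood test) with TGF-β1, −1.47 (standard error 0.24, adjusted p = 8.56e-05) with TGF-β1 + E2 and −0.50 (standard error 0.25, adjusted p = 1) with E2. No library exposed to TGF-β1, E2 or both overlapped with the vehicle libraries. ESR1 was not called in either TGF-β1 group with limma on log2(FPKM + 1), chosen after seeing the data. The Log2(Fold Change) with E2 was 0.12 (standard error 0.12) for CTGF and −0.036 (standard error 0.11) for VIM. The paper's reported values in its supplement are −1.78 for ESR1 with TGF-β1 and −1.44 with TGF-β1 + E2. The parts of that supplement used here hold 1995 of the entries for TGF-β1 and 1996 of those for TGF-β1 + E2, so single genes were read from it and no overlap was computed. The qPCR measurements were not analysed here.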

**Table 3:** Genes differentially regulated by E2

ENSEMBL Gene ID	Gene	Description	Log2(Fold Change)	*p*-value
ENSG00000258588	*TRIM6-TRIM34*	Tripartite Motif-Containing 6 And Tripartite Motif-Containing 34	5.36	1.33E-06
ENSG00000256966	*RP11-613 M10.8*	AL513165.2	3.61	2.98E-02
ENSG00000274944	*RP5-864 K19.6*	AL139260.3	2.93	1.34E-14
ENSG00000255439	*RP11-196G11.1*	AC135050.2	1.43	9.12E-03
ENSG00000187678	*SPRY4*	sprouty RTK signaling antagonist 4	0.76	3.20E-05
ENSG00000139318	*DUSP6*	dual specificity phosphatase 6	0.75	2.25E-08
ENSG00000169583	*CLIC3*	chloride intracellular channel 3	−0.73	1.40E-06
ENSG00000053918	*KCNQ1*	potassium voltage-gated channel subfamily Q member 1	−0.86	4.87E-03
ENSG00000111344	*RASAL1*	RAS protein activator like 1	−1.34	1.79E-03
ENSG00000162444	*RBP7*	retinol binding protein 7	−1.65	3.08E-02

The expression of genes relevant to pulmonary fibrosis and this current work was validated by qPCR in an independent experiment (Fig. 7). As expected, exposure to TGF-β1 caused a significant reduction in *ESR1* mRNA expression (Fig. 7a) and increased the expression of known targets of TGF-β1 such as Connective tissue growth factor (*CTGF,* Fig. 7b), *VIM* (Fig. 7c), and Matrix metalloproteinase 2 (*MMP2*, Fig. 7d). The presence of E2 in the co-exposure group did not have a clear effect on the expression of these genes compared to the TGF-β1 group.

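The TGF-β1 + E2 group (n = 4) was compared directly with the TGF-β1 group (n = 5) in edgeR's quasi-likelihood test. The Log2(Fold Change) was 0.35 (standard error 0.25) for ESR1, 0.017 (standard error 0.11) for CTGF, 0.069 (standard error 0.10) for VIM and −0.069 (standard error 0.13) for MMP2, with an adjusted p of 1 for each. The libraries of the 2 groups overlapped for all 4 genes. For ESR1 the value stayed above 0 but ranged from 0.037 to 0.49 with each library left out in turn. For CTGF, VIM and MMP2 the sign changed under some alternatives. Without TGF-β1 + E2 replicate 17, the value was −0.052 for CTGF and 0.019 for MMP2. Without TGF-β1 replicate 5 it was −0.034 for CTGF, and with limma voom and library quality weights, chosen after seeing the data, it was −0.028 for VIM. The adjusted p for MMP2 lay between 0.951 and 1 across the fits that each left out 1 library.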

### TGF-β1 and E2 differentially regulate gene sets

Gene set enrichment analysis (GSEA) [37] was performed to identify statistical enrichment in the RNA-Seq data of curated pathways using Pathway Studio® Version 11.4.0.8 (Elsevier). The GSEA resulted in differential enrichment of biological function and disease pathways among the exposure groups. As expected, exposure to TGF-β1 resulted in enrichment of pathways such as ECM turnover and skin fibrosis (Table 4). 

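The Pathway Studio gene sets were not used here. In their place, 32 of the 38 genes read from the ECM turnover pathway of Fig. 8, with each collagen family expanded to its chains, were expressed enough to be tested as a list. Their median Log2(Fold Change) with TGF-β1 was 0.91, 28 of the 32 genes were higher, and 19 were called higher and 1 lower. In limma's camera test with a preset correlation between genes of 0.01, the adjusted p over 44 pairs of list and comparison was 1.74e-25, and it was 6.85e-10 with fry and 0.00703 with the correlation estimated. When p-values were adjusted over the list alone, 21 of the genes were called against 20 over all coding genes. The median moved between 0.83 and 0.96 with each library left out in turn. COL1A1 (ENSG00000108821) rose by 4.48 (standard error 0.22), FAP (ENSG00000078098) by 5.07 (standard error 0.18), COL5A1 (ENSG00000130635) by 3.40 (standard error 0.16) and COL4A1 (ENSG00000187498) by 2.93 (standard error 0.11) on the log2 scale, while COL9A3 (ENSG00000092758) was the gene called lower, with −1.15 (standard error 0.16). Genes of skin fibrosis were not analysed here.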

Exposure to TGF-β1 also resulted in statistical enrichment of pathways including alveolar epithelial cell dysfunction, Ca2+ flux regulation, classical and alternative complement pathways, and neutrophil chemotaxis (Table 4). 

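For complement, Ca2+ flux and neutrophil chemotaxis, lists were written by hand, and each was tested in the same way. With TGF-β1 the median Log2(Fold Change) was −0.58 over the 11 genes tested of the classical complement list, with 1 called higher and 5 lower (adjusted p = 0.0137 from limma's camera test), and −0.61 over the 10 genes of the alternative complement list, with 1 called higher and 5 lower (adjusted p = 0.00377). The 2 complement lists share genes. The median was −0.27 over 16 genes of neutrophil chemotaxis, with 3 called higher and 6 lower (adjusted p = 0.0352), and −0.042 over 29 genes of Ca2+ flux, with 6 called higher and 1 lower (adjusted p = 0.359). The neutrophil list lost its call without TGF-β1 replicate 16, with a median of −0.20, and stood at −0.44 without TGF-β1 replicate 5. The Ca2+ flux median took either sign when 1 library was left out, from −0.068 without TGF-β1 + E2 replicate 11, where other genes pass the count filter, to 0.11 without vehicle replicate 4. Over all lists and comparisons, 19 of 44 pairs passed at an adjusted p of 0.05 with camera's preset correlation, 18 with fry, 5 with the correlation estimated and 12 with a Mann-Whitney U-test. The calls of both complement lists and of neutrophil chemotaxis held with fry, with adjusted p of 1.07e-06, 5.83e-07 and 3.93e-06, and did not hold with the correlation estimated. With the Mann-Whitney U-test that of classical complement held (adjusted p of 0.0216), and those of alternative complement (0.0501) and neutrophil chemotaxis (0.0833) did not. Alveolar epithelial cell dysfunction was not analysed here.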

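The co-exposure group was also compared with vehicle. Its median Log2(Fold Change) was 0.84 for the ECM list (adjusted p = 1.48e-24 from limma's camera test), −0.62 for classical complement (adjusted p = 0.0135), −0.74 for alternative complement (adjusted p = 0.00168), −0.54 for neutrophil chemotaxis (adjusted p = 0.0137), 0.22 for smooth muscle contraction (adjusted p = 0.000506) and 0.091 for Ca2+ flux (adjusted p = 0.275). The calls of both complement lists and of neutrophil chemotaxis held with fry and were lost with the correlation estimated (adjusted p of 0.101 for each). With the Mann-Whitney U-test both complement calls were lost (0.0556 and 0.0501) and that of neutrophil chemotaxis held (0.0216). The calls of the ECM list and of smooth muscle contraction held with each of these tests. Ca2+ flux passed with fry (0.000233). The median of Ca2+ flux was −0.0039 without TGF-β1 + E2 replicate 17, that of smooth muscle contraction 0.11 without vehicle replicate 4, and that of neutrophil chemotaxis −0.32 without TGF-β1 + E2 replicate 10. In the direct comparison of the TGF-β1 + E2 and TGF-β1 groups, 0 genes of any of these lists were called. The median was −0.084 for the ECM list, with 6 of 32 genes higher (adjusted p = 0.00921), and −0.22 for neutrophil chemotaxis, with 3 of 16 genes higher (adjusted p = 0.0147). With genes at the limit of detection set to their bounds, the latter was −0.15. Both calls held with a Mann-Whitney U-test (adjusted p of 0.00146 and 0.00104), and neither held with fry (0.309 and 0.111) or with the correlation estimated (0.327 and 0.101). The ECM call was also lost without TGF-β1 replicate 8 (median −0.020), TGF-β1 + E2 replicate 9 (−0.10) or TGF-β1 + E2 replicate 10 (−0.035), and the median was −0.22 without TGF-β1 + E2 replicate 11. The neutrophil chemotaxis call was lost without TGF-β1 replicates 5 or 8 (−0.14 and −0.20) or TGF-β1 + E2 replicates 10 or 11 (−0.19 and −0.13). For the other 4 lists the median lay between −0.11 and 0.019, with adjusted p from 0.176 to 0.757. When p-values were adjusted over each list alone, 0 of their genes were called, and at an unadjusted p under 0.05 there was 1 gene each in the ECM and neutrophil lists.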

In most cases, similar enrichment and median changes were observed in the co-exposure group (TGF-β1 + E2) and the TGF-β1 only exposure group except for alveolar epithelial cell dysfunction which was not statistically enriched in the co-exposure group (Table 4). 

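In the E2 group, none of the genes of these lists were called, over all coding genes or adjusted over the list alone, and the number at an unadjusted p under 0.05 was 4 of 32 for the ECM list, 0 for alternative complement and 1 each for classical complement, smooth muscle contraction and Ca2+ flux. The median Log2(Fold Change) with E2 was −0.10 over 11 genes of classical complement, with 3 higher (adjusted p = 0.0542 from limma's camera test), −0.098 over 10 genes of alternative complement, with 3 higher (adjusted p = 0.141), −0.025 over 23 genes of smooth muscle contraction, with 8 higher (adjusted p = 0.534), and −0.0025 over 29 genes of Ca2+ flux, with 14 higher (adjusted p = 0.835). Leaving out E2 replicate 12 moved the classical complement median to −0.20, past the threshold, and the alternative complement median to −0.17. The classical list also passed without vehicle replicates 1 or 4, TGF-β1 replicate 7 or any 1 library of the co-exposure group, and the alternative list without vehicle replicate 4. The medians of smooth muscle contraction and Ca2+ flux took either sign when 1 library was left out, from −0.042 without vehicle replicate 4 to 0.0022 without vehicle replicate 3, and from −0.029 without vehicle replicate 4 to 0.020 without vehicle replicate 2. With TGF-β1 the median of smooth muscle contraction was 0.25 (adjusted p = 0.000237). For the ECM list the median with E2 was −0.071, with 11 of 32 genes higher (adjusted p = 0.0106). This call did not hold with fry (adjusted p = 0.370), with the correlation estimated (0.327) or with a Mann-Whitney U-test (0.0501), and over the alternatives and the fits that each left out 1 library the adjusted p lay between 0.00170 and 0.370. Without vehicle replicate 2 the median was −0.025 and the call was lost, and without vehicle replicate 4 it was −0.12.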

E2 also caused enrichment of classical and alternative complement pathways, airway smooth muscle cell contraction, Ca2+ flux regulation, and ECM turnover, however, the median change of the latter two pathways was inverse (down-regulated) compared to the median change observed in the TGF-β1 and co-exposure groups (Table 4). The ECM pathway is presented graphically to highlight the inverse regulation of genes in the pathway by TGF-β1 (Fig. 8, top) and E2 (Fig. 8, bottom). 

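Of the 32 genes tested of this pathway, those with an unadjusted p under 0.05 for E2 were MMP2, TIMP3, COL6A1 and COL6A2, all 4 lower with E2. The Log2(Fold Change) of TIMP3 (ENSG00000100234) was −0.21 (standard error 0.09) with E2 and 0.063 with TGF-β1. COL6A1 (ENSG00000142156) and COL6A2 (ENSG00000142173) changed by −0.30 (standard error 0.14) and −0.33 (standard error 0.15) with E2, and by 1.56 (standard error 0.12) and 1.71 (standard error 0.13) with TGF-β1. The adjusted p of all 32 genes with E2 was 1. The 20 genes called with TGF-β1 included FN1 (ENSG00000115414), which took up to 1073300 counts in a library, and the collagen genes COL1A2, COL4A2, COL5A2, COL6A3, COL9A2 and COL11A1, with Log2(Fold Change) values of 2.40, 2.31, 1.05, 2.94, 1.86 and 2.10 with TGF-β1 and of −0.13, −0.033, −0.041, −0.29, −0.29 and 0.64 with E2. COL1A1, FAP, COL5A1 and COL4A1 were at −0.25, 0.0054, −0.19 and −0.057 with E2. TFPI2, THBS2 and LRP1 rose by 0.88, 0.94 and 0.73 with TGF-β1. TFPI2 was higher with E2, at 0.22, and the other 2 were at −0.078 and −0.069. In TGF-β1 replicate 8 LRP1 stood at 367 CPM, against 138 to 195 CPM in the other libraries of that group. Vehicle libraries had 109 to 151 CPM, so the groups overlapped for LRP1. COL11A1 had at most 18 counts in any library. DPP4 (ENSG00000197635) was called lower with TGF-β1 + E2, at −1.28, and not with TGF-β1 alone, at −0.62 (adjusted p = 0.0531), and the direct comparison of these groups gave −0.66 (adjusted p = 1). The genes not called with TGF-β1 were RECK, COL4A3, COL4A4, COL4A5, COL4A6, COL5A3, COL11A2, TIMP1, TIMP2, TIMP3, TIMP4 and DPP4. CMA1, A2M, ELN, COL6A5, COL6A6 and COL9A1 had at most 10 counts in any library and were not tested.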

E2 specifically caused statistical enrichment of pathways including histone acetylation and phosphorylation pathways, nucleosome-remodeling factor (NURF) in chromatin remodeling, and vasodilation activation (Table 4).

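Lists for histone acetylation (33 genes tested), histone phosphorylation (26 genes tested) and the subunits of NURF (4 genes tested), a chromatin remodeling complex, were written by hand in the same way. With E2 the median Log2(Fold Change) was 0.0038 for histone acetylation, with 17 of 33 genes higher (adjusted p = 0.835 from limma's camera test), and −0.0024 for NURF, with 2 of 4 genes higher (adjusted p = 0.932). Both medians took either sign when 1 library was left out, from −0.019 without E2 replicate 12 to 0.030 without E2 replicate 13 and from −0.036 without vehicle replicate 4 to 0.012 without vehicle replicate 15. For histone phosphorylation the median was 0.063, with 22 of 26 genes higher (adjusted p = 0.0232). This call held with a Mann-Whitney U-test (adjusted p = 0.0140) but not with fry (0.258), with the correlation estimated (0.182) or with offsets for GC content and length (0.0526), and it was lost without vehicle replicate 4, where the median was 0.015. Of the genes in the 3 lists, 0 were called with E2, adjusted over each list alone or over all coding genes, and 0 had an unadjusted p under 0.05. Genes of vasodilation were not analysed here.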

**Table 4:** Significantly enriched gene sets

Name		TGF-β1		TGF-β1 + E2		E2	
	Pathway Type	Median Change	*p*-value	Median Change	*p*-value	Median Change	*p*-value
Airway Smooth Muscle Cell Contraction	Diseases	1.14	4.72E-04	1.10	4.34E-03	−1.01	3.96E-02
Alveolar Epithelial Cell Dysfunction	Diseases	1.01	4.98E-02	–	–	–	–
Ca2+ Flux Regulation	Biological Function	1.02	2.12E-07	1.06	1.40E-05	−1.00	5.48E-09
Complement Alternative Pathway	Biological Function	−1.63	3.17E-04	−1.49	2.64E-05	−1.11	1.36E-03
Complement Classical Pathway	Biological Function	−1.34	2.27E-04	−1.49	3.09E-05	−1.15	4.87E-04
Extracellular Matrix Turnover	Biological Function	1.55	2.26E-08	1.53	3.98E-07	−1.04	6.86E-04
Histone Acetylation	Biological Function	–	–	–	–	1.04	3.68E-02
Histone Phosphorylation	Biological Function	–	–	–	–	1.05	2.99E-05
Neutrophil Chemotaxis	Biological Function	1.09	1.27E-03	1.07	7.25E-03	–	–
NURF in Chromatin Remodeling	Biological Function	–	–	–	–	1.06	2.48E-02
Skin Fibrosis	Diseases	1.07	2.15E-02	1.06	1.64E-02	–	–
Vasodilation Activation	Biological Function	–	–	–	–	−1.00	3.34E-02

(−), not significantly enriched in specified exposure group

**Fig. 8:**
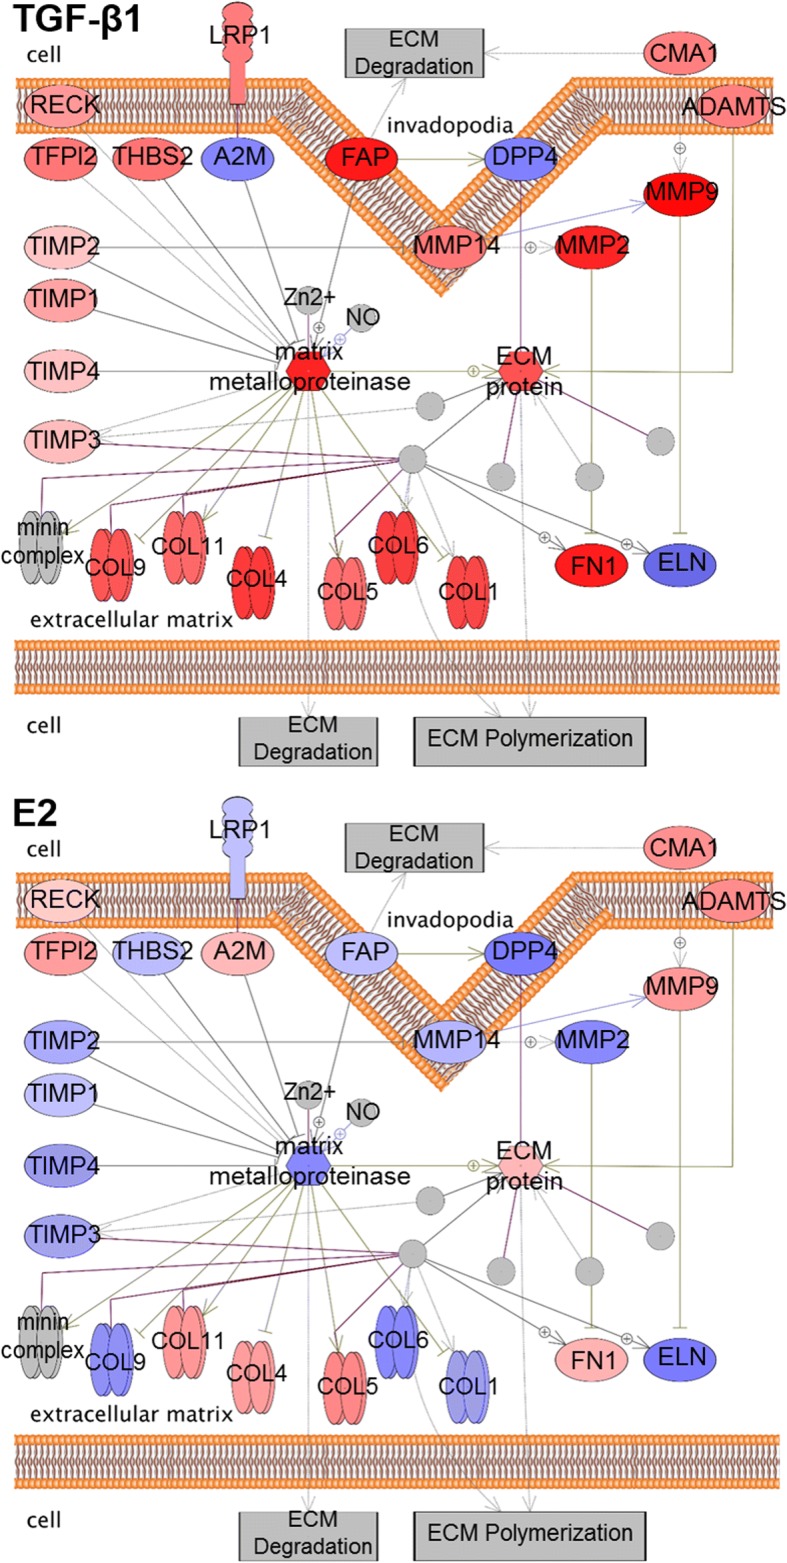
TGF-β1 and E2 cause differential regulation of genes involved in extracellular matrix turnover. A gene set enrichment analysis using Pathway Studio of genes identified by RNA-Seq revealed that exposure to 5 ng/mL TGF-β1 (top) and 10 nM E2 (bottom) caused statistically significant (*p* < 0.05) enrichment of the extracellular matrix turnover pathway. Gray boxes denote cellular processes involved in the extracellular matrix turnover pathway. Red proteins indicate up-regulation and blue proteins indicate down-regulation as determined by RNA-Seq

## Discussion

This work was motivated by evidence suggesting hormones may influence gene regulation in the lung and contribute to sex differences in pulmonary diseases such as fibrosis. Using a well-established model lung epithelial cell line, we investigated the impact of E2 on TGF-β1-induced EMT. We report that although TGF-β1-induced EMT was not significantly affected by E2, this may be due to the novel observation that TGF-β1 repressed ESR expression, most notably ESR1. We extended this observation to identify novel targets of E2 by RNA-Seq that may be susceptible to TGF-β1-induced repression of ESRs such as chromatin remodeling processes and ECM turnover.

We first characterized the relative expression levels of the ESRs in our model cell line. We found that *GPER1* was the most abundant followed by *ESR1* while *ESR2* was least expressed (Fig. 3a). Our results are similar to a study by Stabile et al. that found higher expression of *ESR1* than *ESR2* in human lung adenocarcinomas and squamous cell lung tumors although a difference between *ESR1* and *ESR2* expression was not evident in normal lung cells [38]. These results are in contrast to a study by Mollerup et al. that found that *ESR2* was more abundantly expressed than *ESR1* [39] and another study by Couse et al. that found greater expression of *ESR2* in mouse lung [40]. The discrepancies may be a result of variable detection methods [38–40].

We probed a role for E2 in modulating TGF-β1-induced EMT because this process has been observed in fibrosis models although the relative contribution to fibrogenesis in humans is heavily debated [41–45]. TGF-β1 caused a significant reduction in expression of the epithelial cell type marker and a significant increase in expression of the mesenchymal cell type markers (Fig. 1b, d-f) similar to other studies [28–30]. Unlike the study by Doermer et al., we did not measure a significant increase in expression of *ACTA2* mRNA (Fig. 1c) which may be a result of the duration of exposure as this particular marker tends to be more highly induced at later time-points (5 days) [29] and is indicative of further differentiation of fibroblasts into contractile myofibroblasts [46].

Using this model system, we determined whether E2 affected TGF-β1-induced EMT. A role for E2 in inhibiting EMT in humans was suggested in a study which found that reduced expression of *ESR1* was associated with increased expression of genes involved in EMT in endometrial carcinoma samples [47]. Further, EMT is a target for sex hormones in cell types such as breast and prostate cancer cells where E2 signaling maintains an epithelial phenotype and suppresses EMT [48–51]. In our analysis, exposure to E2 did not significantly affect EMT marker gene expression individually nor did it impact the normal TGF-β1 response (Fig. 2a-f). Co-exposure to TGF-β1 and E2 resulted in a trend of increased expression of *VIM* and *ACTA2* compared to TGF-β1 alone which is consistent with one study that reported E2 promoted reversible EMT-like transition and collective motility in breast cancer cells [52].

E2 may not affect TGF-β1-induced EMT due to direct actions of TGF-β1 on ESRs themselves. Interestingly, we found that exposure to TGF-β1 caused a dose-dependent and significant reduction in *ESR1, ESR2*, and *GPER1* mRNA expression (Fig. 3b-c). We extended this to show that TGF-β1-induced repression of *ESR1* persisted at the protein level (Fig. 4a-b). Other studies have shown that TGF-β1 reduces *ESR1* mRNA expression [53, 54] and ESR1 protein expression [54, 55] in breast epithelial cancer cells and ESR2 protein expression in prostate cancer cells [51], however this is the first study to show that TGF-β1 reduced *ESR2* and *GPER1* mRNA expression and certainly the first to report any interaction between TGF-β1 and ESRs in bronchial epithelial cells. In support of this interaction occurring in vivo, we observed reduced expression of *ESR1*, *ESR2*, and *GPER1* in lung tissue from patients with end-stage IPF compared to healthy control subjects (Fig. 5a-c). Although we do not have measurements of TGF-β1 in our samples, others have shown increased serum TGF-β1 levels in patients with IPF compared to healthy controls [36]. These results should be carefully interpreted given the small sample size and the absence of mechanistic information linking increased serum TGF-β1 levels to *ESR1*, *ESR2*, and *GPER1* mRNA expression. Future studies should investigate which signaling mediators downstream of TGF-β1, e.g. SMADs, CTGF, or SNAI1, among others, are responsible for the observed repression.

Few studies to date have revealed a functional role for E2 in lung cells as measured by genes and pathways modulated downstream. Using RNA-Seq, we searched for enriched pathways in BEAS-2Bs exposed to E2 and TGF-β1 individually, and in combination, to both identify points of convergence of E2 and TGF-β1 signaling and to highlight novel E2 targets that may be susceptible to TGF-β1-induced repression of ESRs. 

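Across all 13926 coding genes tested, the median absolute Log2(Fold Change) against vehicle was 0.213 in the TGF-β1 group, 0.222 in the TGF-β1 + E2 group and 0.0736 in the E2 group. On the log2 scale of CPM, the first principal component of the 17 libraries held 45.4% of the variance and the second 12.0%. On the first, the 9 libraries exposed to TGF-β1 lay between 38.2 and 48.6 and the 8 other libraries between −53.4 and −46.7, with the 3 E2 libraries from −47.5 to −46.7 and the 5 vehicle libraries from −53.4 to −47.3. The correlation of log2 CPM between replicates was 0.973 to 0.989 with vehicle, 0.970 to 0.989 with TGF-β1, 0.975 to 0.985 with TGF-β1 + E2 and 0.988 to 0.990 with E2.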

Sequencing data indicated greater regulation of genes in response to TGF-β1 exposure in comparison to E2 exposure, perhaps consistent with the well-recognized strong pro-fibrotic response associated with TGF-β1. 

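The TGF-β1 + E2 group (n = 4) and the TGF-β1 group (n = 5) were compared directly, which is the test of what E2 added. In edgeR's quasi-likelihood test 0 coding genes were called, the smallest adjusted p was 1, and 275 coding genes had an unadjusted p under 0.05. The libraries of the 2 groups did not overlap in 0.81% of the coding genes tested, where chance gives 1.59%. On the second principal component TGF-β1 replicate 8 and TGF-β1 + E2 replicates 11 and 17 lay at 43.5, 24.3 and 46.0. The other libraries of both groups lay between −31.1 and −11.5. The fit has no term for this axis, and power for 4 libraries against 5 was not simulated. The 0 calls therefore do not exclude an added effect of E2. The test of the interaction, in which the effect of E2 differs with TGF-β1 present, also called 0 coding genes, with 409 at an unadjusted p under 0.05. DESeq2 called 1 coding gene in each of these tests, AP000769.1, chosen after its values were seen, which had 84 counts in TGF-β1 + E2 replicate 10 and 0 in the other libraries of both groups. Of the 290 coding genes called in the TGF-β1 group alone, 287 had the same sign and 130 also met the adjusted p-value in the TGF-β1 + E2 group, where their median absolute Log2(Fold Change) was 0.56 against 0.73. Of the 281 called in the TGF-β1 + E2 group alone, 279 had the same sign and 148 met the adjusted p-value in the TGF-β1 group, where the median was 0.55 against 0.71. In the direct comparison 0 of either set were called, and 21 and 41 had an unadjusted p under 0.05. Among the genes named for these groups, the smallest unadjusted p in the direct comparison was that of ALDH3A1, with a Log2(Fold Change) of −1.34 (standard error 0.29, adjusted p = 1). For RASAL1 the direct comparison gave 2.24 (standard error 0.65) and the interaction 3.13 (standard error 0.83), with an adjusted p of 1 for the former and 1.00 for the latter. Both rest on RASAL1 counts in TGF-β1 replicates 5, 6, 8 and 16 that were put back from FPKM, so their size is uncertain.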

Although some genes were differentially regulated in the TGF-β1 or TGF-β1 + E2 exposure groups, most were shared suggesting that the presence of E2 had a minimal effect on the TGF-β1-induced transcriptome (Fig. 5b) potentially due to TGF-β1-induced repression of ESRs. We confirmed the expression of selected genes relevant to this work and/or known to be targets of TGF-β1 (Fig. 6, *ESR1, VIM, CTGF, MMP2*) which was consistent with our previous results and those reported in the literature [56–64].

Exposure to E2 did not induce as robust a transcriptional response in BEAS-2Bs compared to TGF-β1. However, we identified statistically significant regulation of 10 genes by E2 (Table 3) that have not been previously reported. 

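Of the 10 genes of Table 3, 4 have exons that lie within those of neighbouring genes. TRIM6-TRIM34 (ENSG00000258588, chromosome 11, 5596725 to 5644398), ENSG00000256966 (chromosome 9, 37512547 to 37592469) and RP11-196G11.1 (ENSG00000255439, chromosome 16, 31083439 to 31094956) share 100.0% of their exon bases with other coding genes, and ENSG00000274944 (chromosome 1, 38864501 to 38881617) shares 88.5%. The division of reads between such genes is an estimate of the authors' quantification, and their values are uncertain. ENSG00000256966 and ENSG00000274944 carry clone names in Table 3. TRIM6-TRIM34 had 0 counts in all 5 vehicle libraries and 0, 51 and 12 counts in the 3 E2 libraries, a mean at least 6.28-fold higher with E2 (adjusted p = 1 from edgeR's quasi-likelihood test). It had 32 and 18 counts in TGF-β1 replicates 5 and 8, 6 in TGF-β1 + E2 replicate 10 and 0 in the other libraries exposed to TGF-β1. For the sum of TRIM6-TRIM34, TRIM6 and TRIM34, the Log2(Fold Change) with E2 was 0.12, but TRIM6-TRIM34 adds at most 51 counts to it, too few to move it. ENSG00000256966 had a Log2(Fold Change) of 2.72 (standard error 1.19) with E2, ENSG00000274944 of 2.24 (standard error 0.85) and RP11-196G11.1 of 1.27 (standard error 0.65), each with an adjusted p of 1. Only for ENSG00000274944 did the E2 libraries not overlap with vehicle, at 1.06 ± 0.272 CPM (SD, n = 3) against 0.222 ± 0.0990 (SD, n = 5). ENSG00000256966 stood far above the rest of its group in vehicle replicate 4 and TGF-β1 replicate 6, and RP11-196G11.1 in vehicle replicate 4 and TGF-β1 + E2 replicate 11. All 10 genes of Table 3 had the direction given there, and over all coding genes tested the adjusted p was 1 for each. Because most genes changed in the TGF-β1 and co-exposure groups were shared, the paper proposes that E2 added little to the response to TGF-β1, potentially through repression of the estrogen receptors by TGF-β1.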

Two genes that were specifically down-regulated by E2 included Chloride intracellular channel 3 (*CLIC3*) and Retinol binding protein 7 (*RBP7*) (Table 3). CLIC3 promotes migration and invasion of cancer cells by facilitating the functions of MT1-MMP (*MMP14*) [65, 66]. MT1-MMP is the most highly expressed MMP in IPF lungs [63] and may protect against PF by degrading collagen [67] and promoting lung repair [68]. Another study indicated that MT1-MMP promoted pulmonary fibrosis by activating latent TGF-β1 [69]. Our results suggest E2 may repress MT1-MMP function by downregulating *CLIC3* mRNA expression. RBP7, also known as CRABP4, is a retinol binding protein thought to play an important role in retinol uptake, storage, and metabolism [70]. *RBP7* has been shown to be up-regulated in IPF lung tissue [71] and in wound tissue in the normal chicken chorioallantoic wound model [72] although its role in fibrosis is unclear. *RBP7* is positively regulated by E2 in breast cancer cells [73] and mouse mammary gland [74]. The discrepancy in regulation in our study may be a result of variable exposure dynamics as the study by Calvo et al. exposed mice to one dose of E2 and sacrificed the animals 3 h later [74] while we exposed cells in vitro for 24 h. Nonetheless, E2 appears to regulate *RBP7* which may exhibit an unexplored effect on fibrogenic signaling.

As expected, exposure to TGF-β1 resulted in significant enrichment of the ECM turnover (Fig. 8a), alveolar epithelial cell dysfunction, and skin fibrosis pathways as determined by GSEA (Table 4). It is well known that TGF-β1 is involved in organization of the ECM [75] and neutrophil chemotaxis [76], and one of the prevailing hypotheses in IPF research is that it is a result of dysfunctional behavior of alveolar epithelial cells [77]. In this case, skin fibrosis serves as a surrogate for pulmonary fibrosis because the underlying mechanisms are similar and largely regulated by TGF-β1 [78], and pulmonary fibrosis does not exist as a curated, predefined pathway in Pathway Studio. In most cases, pathways enriched in the TGF-β1 individual exposure group were also enriched in the TGF-β1 + E2 co-exposure group, and the overall directionality as indicated by the median change was similar. This suggests that E2 has a limited effect on TGF-β1 once the pathways are in motion and/or was a result of TGF-β1-induced repression of ESRs thus mirroring the results seen at the gene level (Fig. 3b-c).

Interestingly, exposure to E2 resulted in specific enrichment of multiple pathways involved in epigenetic regulation of chromatin structure and organization including Histone Acetylation, Histone Phosphorylation, and NURF in Chromatin Remodeling (Table 4). While E2 has been shown to regulate histone acetylation in A549 cells [79], little is known about a role for E2 in transcriptionally regulating the expression of genes involved in chromatin remodeling in the lung. This is important because evidence for the importance of epigenetics and chromatin organization in lung disease is growing, particularly in the context of pulmonary fibrosis [80–85]. For example, histone deacetylases are involved in activation of lung fibroblasts to myofibroblasts [86] and accumulation of ECM components and EMT in the diabetic kidney [87]. 

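In the groups exposed to TGF-β1, the lists for chromatin were tested as in the E2 group. The median Log2(Fold Change) of histone acetylation was −0.036 with TGF-β1 (adjusted p = 0.708 from limma's camera test) and −0.035 with TGF-β1 + E2 (adjusted p = 0.757), with 1 of 33 genes called higher and 1 lower in both groups. That of histone phosphorylation was 0.0091 (adjusted p = 0.835) and 0.019 (adjusted p = 0.818), and that of NURF −0.040 (adjusted p = 0.818) and −0.033 (adjusted p = 0.757), with 0 genes called and, at an unadjusted p under 0.05, 7 and 4 genes of histone phosphorylation and 1 of NURF in both groups. The median of histone phosphorylation reversed with library totals, to −0.088 and −0.052, and with offsets for GC content and length, to −0.047 and −0.018. It was −0.031 with TGF-β1 without vehicle replicate 4 and −0.043 with TGF-β1 + E2 without TGF-β1 + E2 replicate 11. Without vehicle replicate 4 the medians of histone acetylation were −0.073 and −0.060 and those of NURF −0.096 and −0.089. The direct comparison of the TGF-β1 + E2 and TGF-β1 groups gave medians of 0.019 for histone acetylation, 0.0025 for histone phosphorylation and −0.027 for NURF, with adjusted p of 0.623, 0.798 and 0.707. Across the fits that each left out 1 library the first 2 took either sign, from −0.032 to 0.039 and from −0.019 to 0.028, and the last ranged from −0.069 to 0.0022, with the value above 0 without TGF-β1 + E2 replicate 10.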

Notably, exposure to TGF-β1 individually and in the presence of E2 did not result in enrichment of chromatin remodeling gene sets. This suggests that the absence of enrichment in the co-exposure group, despite the presence of E2, may be a result of TGF-β1-induced repression of ESR expression and not through direct regulation of genes by TGF-β1.

Similar to TGF-β1, exposure to E2 resulted in statistical enrichment of genes associated with ECM turnover, airway smooth muscle cell contraction, and calcium flux regulation pathways (Table 4). E2 is known to influence the ECM in the uterus and vaginal tissues [88], in osteoblasts [89], and in the skin [90]. Interestingly, the overall directionality of the pathway as indicated by the median change, was opposite (negative) compared to the directionality of the pathway in the TGF-β1 and TGF-β1 + E2 groups (positive, Table 4). This is consistent with a study that found that E2 inhibited TGF-β1-induced ECM production in human and rat mesangial cells through GPER1 activation [22]. 

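MMP14 (ENSG00000157227, chromosome 14, 22836557 to 22849027) was measured at 447 ± 19.2 CPM (SD, n = 5) with vehicle and 414 ± 11.6 CPM (SD, n = 3) with E2, a Log2(Fold Change) of −0.11 (standard error 0.08), with all 3 E2 libraries below all 5 vehicle libraries. MMP2 fell from 3.61 CPM with vehicle to 2.65 ± 0.826 CPM (SD, n = 3) with E2, a Log2(Fold Change) of −0.44 (standard error 0.18), and the libraries of the 2 groups overlapped. Both had an adjusted p of 1. With each library left out in turn, the value stayed between −0.13 and −0.089 for MMP14 and between −0.72 and −0.30 for MMP2. With TGF-β1 and with TGF-β1 + E2, MMP14 rose to 798 ± 38.0 and 796 ± 52.0 CPM, Log2(Fold Change) values of 0.83 (standard error 0.07) in both groups.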

Of note is the repression of MMP14 and MMP2 as another study showed that E2 decreased MMP2-, MMP13-, and MMP14-mediated tissue matrix destruction [91]. These results are consistent with the significant reduction of *CLIC3* mRNA expression by E2 (Table 3) which is known to regulate MMP14 [65, 66]. Future studies should delineate the precise role of each ESR in regulating genes involved in ECM turnover.

## Conclusions

In conclusion, we were not able to decipher an effect of E2 on TGF-β1-induced EMT, but we do report the novel observation that TGF-β1 inhibited *ESR1*, *ESR2*, and *GPER1* mRNA expression and ESR1 protein expression in BEAS-2Bs. We also report that E2 specifically down-regulated the expression of *CLIC3* and *RBP7* which have been associated with pathogenic mechanisms of pulmonary fibrosis. We further highlight cellular pathways involved in chromatin remodeling as novel and specific targets of E2 in bronchial epithelial cells and opposing actions of TGF-β1 and E2 signaling on genes involved in ECM turnover. Although these data do not explicitly indicate a protective role for E2 in pulmonary fibrosis, these results suggest that E2 influences pathways relevant to pulmonary fibrosis and highlights potential roles for E2 in the lung that may contribute to sex-specific differences.

## Additional file

Additional file 1: **Table S1**. Genes differentially expressed (FDR-corrected *p*-value < 0.05) in TGFB1 group compared to vehicle control group. **Table S2**. Genes differentially expressed (FDR-corrected *p*-value < 0.05) in TGFB1 + E2 group compared to vehicle control group.

## Abbreviations

ACTA2: Alpha smooth muscle actin
ACTB: Beta-actin
BEAS-2Bs: Bronchial epithelial cells
CDH1: E-cadherin
CDH2: N-cadherin
CLIC3: Chloride intracellular channel 3
CRABP4: Cellular retinoic acid-binding protein 4
CTGF: Connective tissue growth factor
DMSO: Dimethyl sulfoxide
DUSP6: Dual specificity phosphatase 6
E2: 17β-Estradiol
EMT: Epithelial to mesenchymal transition
ERCC: External RNA controls consortium
ESR: Estrogen receptor
ESR1: Estrogen receptor alpha
ESR2: Estrogen receptor beta
FN1: Fibronectin
FVC: Forced vital capacity
FVC%: Percent predicted forced vital capacity
GAPDH: Glyceraldehyde phosphate dehydrogenase
GPER1: G-protein coupled estrogen receptor
GSEA: Gene set enrichment analysis
IPF: Idiopathic pulmonary fibrosis
KCNQ1: Potassium voltage-gated channel subfamily Q member 1
MIQE: Minimum information for publication of qPCR experiments
MMP14: Matrix metalloproteinase 14
MMP2: Matrix metalloproteinase 2
MT1-MMP: Matrix metalloproteinase 14
MT-MMP: Membrane-type matrix metalloproteinase
NURF: Nucleosome remodeling factor
PDGF: Platelet-derived growth factor
RASAL1: RAS protein activator like 1
RBP7: Retinol binding protein 7
RPS13: Ribosomal protein S13
SMAD3: SMAD family member 3
SNAI1: Snail family transcriptional repressor 1
SPRY4: Sprouty RTK signaling antagonist 4
TGF-β1: Transforming growth factor beta1
UIP: Usual interstitial pneumonia
VIM: Vimentin

How the deposited data were processed for this re-analysis (not part of the article)

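RNA-Seq libraries of BEAS-2B cells at passage 7 were taken from the study, 5 exposed to vehicle, 5 to TGF-β1, 4 to TGF-β1 + E2 and 3 to E2, 17 in all. Groups were taken from the labels of the libraries. The authors trimmed reads with Trimmomatic 0.36, checked them with FastQC 0.11.4, aligned them with STAR 2.5.2a to the transcriptome and quantified them with RSEM 1.2.31. The authors deposited 3 tables. The deposited tables of FPKM per gene and per transcript hold values that the authors computed with RSEM, rounded to 2 decimals. In the deposited count table, 1 column (TGF-β1 + E2 replicate 9) holds the expected counts that the authors computed with RSEM. The other 16 columns, as deposited, hold a signal, which for each library is a slope times the expected count plus an intercept. This applies to genes with a count above 0 in the 1 column that was not transformed. Values below 0 were set to 0 by the authors where the intercept was negative.

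For each of the 16 libraries, the slope and intercept were found from the spacing of the most common low values, and the step that stands for 1 read was set with genes whose FPKM is almost all on 1 transcript of at least 2000 bases. After the line was undone, 100.0% of the transformed values had at most 2 decimals, as RSEM writes expected counts. In 7 libraries, 11560 values set to 0 were put back from the FPKM of the gene, and 440 could not be. The highest count set to 0 in this way was 8.09 reads. On 79009 values of at most 10 reads that were not set to 0, counts computed from FPKM had a median error of 0.076 reads and a 90th percentile of 1.301 reads. The recovered total was between 26569840 and 39253276 counts per library. At this depth a count of 3 is at most 0.109 CPM, and a group with no library above 3 counts is given only as a bound. The sum of FPKM per library was between 652565 and 870657, and the FPKM table was used only to put back values and in 2 alternatives.

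The unit of the 16 columns is a signal, but the line can be undone exactly for values not set to 0, so a test for counts was kept as the main test and limma on log2(FPKM + 0.1) and on log2(FPKM + 1), chosen after seeing the data, are the alternatives. With TGF-β1 these called 2110 and 1446 coding genes, against 2317 with the main test. The tables hold 60504 genes, 19797 of them coding, and 56996 of the gene identifiers are in GENCODE 29, from which coordinates on GRCh38 were taken. The paper's text and the labels of the libraries state neither a genome build nor whether strand was used in counting. The share of a gene's exon bases covered by other genes of GENCODE 29 was computed for the named genes, since reads there cannot be assigned by position alone.

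Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr over the 4 groups with a minimum count of 10, and the quasi-likelihood F-test with 1 mean per group in a single fit of 17 libraries. The 5 comparisons were each exposure against vehicle, TGF-β1 + E2 against TGF-β1, and the interaction, which is the difference between the effect of E2 with TGF-β1 and without it. P-values were adjusted by the Benjamini-Hochberg method over 13926 coding genes, and calls needed an adjusted p of at most 0.05 and an absolute Log2(Fold Change) above 0.6. Standard errors are the absolute Log2(Fold Change) divided by the square root of F. The common biological coefficient of variation was 0.1645. Lists were tested with camera and fry of limma 3.58.1, and alternatives used DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

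The tests, thresholds, gene lists, the rule for naming genes and all alternatives not marked as chosen after seeing the data were set before the data were examined, apart from the tests of lists for the interaction, which were added after interaction values had been seen, and 6 tests of technical explanations, which were added after the data had been seen. Genes named are those the paper names for these groups, the members of the ECM list, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among coding genes called, with a mean of at least 1 CPM and no overlap between the libraries of the 2 groups. Of these, 1 item is not reported here. The 11 lists are ECM turnover, read from Fig. 8 with collagen families expanded to their chains, and 10 written by hand, for classical complement, alternative complement, Ca2+ flux, smooth muscle contraction, neutrophil chemotaxis, histone acetylation, histone phosphorylation, NURF, genes that respond to estrogen in breast cells, and genes of the negative feedback on ERK signaling. None of them is a Pathway Studio set, so their medians are not on the same genes as those of Table 4. Lists share genes, and the ERK list holds 2 of the genes the paper names from these libraries. The 44 pairs of list and comparison were adjusted together, with a preset correlation between genes of 0.01.

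The alternatives were DESeq2, RLE normalization, library totals, no filter on low counts, a mean of at least 1 CPM, only the libraries of the groups compared, all genes in place of coding genes, a threshold of 0.585 or none on the absolute Log2(Fold Change), leaving out libraries 15, 16 and 17 or entering them as a term, and leaving out each library in turn. For lists they were fry, a correlation estimated from the data and a Mann-Whitney U-test, and for profiles Spearman's rho, all coding genes and separate vehicle libraries. Chosen after seeing the data were the 2 FPKM alternatives, low values left at 0, limma voom with library quality weights, and offsets per library for GC content and transcript length, from curves over 20 bins.

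The main test was tested on simulated data with the means, totals and dispersions of these libraries. In each of the 2 comparisons 200 coding genes with at least 1 CPM in vehicle were changed. Power for fewer changed genes, smaller changes or lower expression was not simulated. With 5 libraries against 5, 92 of 100 genes changed by 1 on the log2 scale and 100 of 100 changed by 2 were called, with 1 false call among 13678 genes, and with 3 against 5 these were 90 and 99, with 3 false calls. DESeq2 called 195 of 200 and 191 of 200 changed genes with 2 and 11 false calls, and limma voom 192 and 187 with 2 and 5. Of 200 random lists of 20 genes, 0% had an unadjusted p under 0.05 with camera, and the list of changed genes had a p of 3.81e-74. Simulated genes were drawn independently, so this 0% does not measure false calls from correlated genes. The real libraries were also split into other groups of the same sizes. There the median number of the 11 lists at an unadjusted p under 0.05 was 3 for TGF-β1 and 3 for TGF-β1 + E2 against vehicle. It was 2 for E2 against vehicle and 2 between the 2 TGF-β1 groups. RSEM's own differential test, the Pathway Studio sets, the qPCR, western blots and tissue measurements were not analysed here.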

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

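Among the tests below, those of GC content and length and of libraries 15 to 17 for whole libraries, that of overlapping genes for TRIM6-TRIM34, and the tests of lists for the interaction were chosen only after the result was seen.

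In 90 groups of libraries of the 30 genes that the paper names or that had the largest changes, 12 had 1 library far from the others, where chance alone gives 4.5. They were RASAL1 in vehicle replicate 3 (0.713 CPM, below the other 4) and TGF-β1 replicate 8 (0.142 CPM, above the others), CLIC3 in vehicle replicate 4 (16.9 CPM, above), TRIM6-TRIM34 in TGF-β1 + E2 replicate 10 (0.214 CPM, where the others had 0 counts), C2orf54 in vehicle replicate 4 (3.14 CPM, above), ALDH3A1 in TGF-β1 replicate 5 (1.06 CPM, above), KIAA1644 in TGF-β1 + E2 replicate 11 (3.71 CPM, above), ZNF750 in vehicle replicate 15 (18.6 CPM, above), ENSG00000256966 in vehicle replicate 4 (0.247 CPM) and TGF-β1 replicate 6 (1.29 CPM), and RP11-196G11.1 in vehicle replicate 4 (1.68 CPM) and TGF-β1 + E2 replicate 11 (1.97 CPM), the last 4 above the others. Vehicle replicate 4 carried 4 of the 12. The RASAL1 value in TGF-β1 replicate 8 is an estimate put back from FPKM. After correction for GC content and length 10 such values were found, 6 of them among the 12 and 4 new. Of the 6 that remained, TRIM6-TRIM34 had 0 counts in the other libraries of its group. The correction cannot move values of 0, so this one does not test the bias. The rest of the 6 argue against this bias as their cause. None of the 4 in vehicle replicate 4 remained, so for this library the bias may account for them. Of the 12, 5 were in genes with a mean under 1 CPM over all libraries, which does not give the level in the group concerned. By the mean of the group itself 8 were in the 36 groups under 1 CPM and 4 in the other 54, so low counts may account for most of them. For TRIM6-TRIM34 the sum with TRIM6 and TRIM34 changed with E2 by 0.12 on the log2 scale, but its own reads, at most 51 in a library, are too few to move this sum, so a division of reads between overlapping genes stays open. No biological explanation was tested, since all libraries of a group had the same exposure.

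The share of counts on mitochondrial genes was 5.27% in vehicle replicate 4, far above the other 4 vehicle libraries, at 3.52% to 3.90%. This library was also 1 of the 3 farthest from the mean of their replicates over all genes, at a root mean square distance of 0.340 on the log2 scale, with TGF-β1 replicate 8 at 0.354 and TGF-β1 replicate 5 at 0.281. Curves over GC content and transcript length removed 27% of the variance within groups over 12645 genes, and 0.19% when GC content and length were shuffled between genes. A bias of this kind is therefore a candidate explanation for part of these distances, and the remainder stays open. Libraries 15 to 17 lay no farther from their replicates than the other 11 libraries of their groups, with a difference of −0.0396 between the means of 0.198 and 0.238, in distances scaled for the size of each group (exact one-sided p = 0.731). This argues against a batch of libraries 15 to 17, as grouped here, as the cause of the 3 largest distances. The distance has no direction, and the other 11 include those 3 far libraries, so a smaller shared shift is not excluded. Replicate 17 is counted among libraries 15 to 17 although its title leaves open whether it is a late library. The scaled distance did not follow the total count (Spearman's rho 0.078, permutation p = 0.767, n = 17), a test that cannot exclude depth for a single library.

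The effect of E2 differed with TGF-β1 present in 2 of 11 lists by the test of the interaction. For neutrophil chemotaxis the median interaction was −0.45 on the log2 scale, with 12 of 16 genes lower (adjusted p = 0.00364 from limma's camera test), and for the ERK feedback list it was −0.36, with 18 of 18 lower (adjusted p = 3.10e-15). With the correlation between genes estimated, the adjusted p was 0.0592 and 0.0482, and with fry it was 0.0547 for both, so only the ERK list passed the first of these 2 tests and neither passed the second. With offsets for GC content and length the medians were −0.33 (adjusted p = 0.0281) and −0.38 (adjusted p = 7.74e-14), which argues against this bias as the whole cause. Leaving out 1 library at a time gave medians from −0.64 to −0.28 for neutrophil chemotaxis, the last without E2 replicate 12, and from −0.46 to −0.30 for the ERK list, the last without TGF-β1 replicate 7, with both lists called in all 17 fits. Of 60 splits of the libraries drawn with a fixed seed, 1 gave as low a median for neutrophil chemotaxis and 2 for the ERK list, the real split included. TGF-β1 alone raised the ERK list by a median of 1.08, with 14 of 18 genes higher. For these genes a response already near its limit may leave E2 little to add, which the design cannot separate from a loss of estrogen receptors. Such a limit would not cover SPRY1, DUSP5, SPRY2 and EGR1, which TGF-β1 changed by −1.38, −1.16, −0.33 and −0.19. The interaction was below 0 for these genes too. A limit and a loss of receptors both stay open as hypotheses.

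Outside the coding genes that the paper reports on, 273 of 3289 non-coding genes tested were called between the TGF-β1 and vehicle groups, 156 of them higher, and 692 had an unadjusted p under 0.05. They included 108 lincRNA and 83 antisense genes. Those with the largest changes, chosen after their values were seen, were RP11-890B15.2, LINC00704 and MYH16, with Log2(Fold Change) values of 5.57, 5.40 and 4.57, and TINCR, MIR9-3HG and FAM83H-AS1, with −2.99, −2.77 and −1.96. Among the 1451 genes that overlap no coding gene, 10.6% were called, against 6.6% of the 1769 that overlap a coding gene (Fisher's exact p = 5.54e-05), which argues against reads shared with coding genes as the cause. Among the 823 non-coding genes with the lowest mean CPM, 48 were called, so low counts do not account for the result. Of 60 splits of the libraries, only the real one gave as many, with 265 in that fit and at most 2 in the others. A response of non-coding genes to TGF-β1 stays as a hypothesis, found and tested on the same data.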

How the results depend on the processing

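For the counts of coding genes, the threshold on the fold change and the pseudocount on FPKM moved the results most. Without a fold threshold, 4602 coding genes passed with TGF-β1, 4362 with TGF-β1 + E2 and 3862 in both. With limma on log2(FPKM + 1), chosen after seeing the data, these counts were 1446, 1485 and 1264, since the pseudocount shrinks the fold changes of genes with low values. Under the other settings that left out no single library, the counts lay between 1913 and 2666 with TGF-β1 and between 1928 and 2634 with TGF-β1 + E2. The highest of both included non-coding genes. With library totals alone, 41.2% of the genes called with TGF-β1 were higher, against 51.7%, as this scaling moved the median of all genes from 0.026 to −0.079.

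The number of coding genes called with E2 was 0 in all settings, with 221 to 1098 at an unadjusted p under 0.05 in those that left out no single library. In the comparison of TGF-β1 + E2 with TGF-β1, and for the interaction, DESeq2 called 1 coding gene, AP000769.1, chosen after its values were seen (adjusted p = 1.19e-10 and 0.0107), whose edgeR p was 0.0111 and 0.107. It had 84 counts in 1 library of the co-exposure group and 0 in the others of both groups. All other settings called 0, and at an unadjusted p under 0.05 the main test had 275 and 409 coding genes.

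Across the 17 fits that each left out 1 library, the counts were from 2232 to 2334 with TGF-β1, from 2210 to 2380 with TGF-β1 + E2 and from 1958 to 2072 shared. Pearson's r between the 2 TGF-β1 profiles was from 0.961 to 0.977 in these fits, and it fell from 0.971 to 0.943 with DESeq2, 0.931 without a filter on low counts, 0.934 over all coding genes and 0.942 with separate vehicle libraries. The cause was not tested.

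Some values near 0 reversed. RBP7 with TGF-β1 + E2 was −0.0029 with DESeq2, −0.073 with library totals and, with alternatives chosen after seeing the data, −0.020 on log2(FPKM + 0.1), −0.0035 on log2(FPKM + 1) and −0.12 with limma voom. CLIC3 with TGF-β1 was −0.097 with library totals, −0.017 with only the groups compared, −0.055 without libraries 15, 16 and 17, and −0.035 and −0.033 on the 2 FPKM scales, and with TGF-β1 + E2 it was −0.071 with library totals and −0.051 and −0.047 on the FPKM scales. Between TGF-β1 + E2 and TGF-β1, CTGF was −0.021 without libraries 15, 16 and 17, −0.00080 with them as a term and −0.037 with limma voom, MMP2 was 0.052 without them, and VIM was −0.028 with limma voom. The sum of TRIM6-TRIM34 with TRIM6 and TRIM34 gave −0.38 with TGF-β1. TRIM6-TRIM34 itself, called with TGF-β1 (adjusted p = 0.0441, at least 2.91-fold higher), was not called with DESeq2, limma voom or either treatment of libraries 15 to 17. The cause was not tested.

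With 1 library left out, values ranged from −0.048 to 0.097 for CLIC3 with TGF-β1, from −0.17 to 0.20 for RBP7 and from −0.21 to 0.15 for CLIC3 with TGF-β1 + E2, from −0.018 to 0.62 for ESR2 with TGF-β1, and from −0.052 to 0.049 for CTGF and from −0.16 to 0.019 for MMP2 between the 2 TGF-β1 groups. The extremes below 0 for RBP7, CLIC3 and CTGF fell without TGF-β1 + E2 replicates 9, 9 and 17, and that of ESR2 without TGF-β1 replicate 8. Of 67 values of single genes, 51 kept their direction and their side of the threshold under all settings run.

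Of 44 pairs of list and comparison, 19 passed with camera, 5 with the correlation estimated and 12 with a Mann-Whitney U-test. The call of the ECM list with E2, at a median of −0.071, was lost with fry, the estimated correlation and the Mann-Whitney U-test, with adjusted p of 0.370, 0.327 and 0.0501, in a range of 0.00170 to 0.370 over all settings. Histone phosphorylation reversed with library totals, to −0.088 with TGF-β1 and −0.052 with TGF-β1 + E2, and with offsets for GC content and length, chosen after seeing the data, to −0.047 and −0.018. NURF between the 2 TGF-β1 groups was 0.0027 with library totals, and histone acetylation with E2 was −0.0088 with the offsets. The cause was not tested.

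List medians moved as follows in the fits that each left out 1 library. With E2 they ran from −0.12 to −0.025 for the ECM list, from −0.029 to 0.020 for Ca2+ flux, from −0.036 to 0.012 for NURF, from −0.042 to 0.0022 for smooth muscle contraction, from −0.063 to 0.086 for neutrophil chemotaxis and from −0.019 to 0.030 for histone acetylation. For neutrophil chemotaxis, at −0.0070 and not called with all libraries (adjusted p = 0.0666), the median without E2 replicate 14 was 0.086. With TGF-β1 they ran from −0.068 to 0.11 for Ca2+ flux and from −0.031 to 0.064 for histone phosphorylation, and with TGF-β1 + E2 from −0.0039 to 0.15 for Ca2+ flux and from −0.043 to 0.053 for histone phosphorylation. Between TGF-β1 + E2 and TGF-β1 they ran from −0.092 to 0.019 for classical complement, from −0.0075 to 0.038 for Ca2+ flux, from −0.019 to 0.028 for histone phosphorylation, from −0.032 to 0.039 for histone acetylation, from −0.10 to 0.043 for the ERK feedback list and from −0.069 to 0.0022 for NURF. Of 41 list values, 9 kept direction and side of the threshold under all settings run. No paired analysis was possible because the groups share no replicate numbers.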

Differences from the paper's values

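The paper's count of coding genes changed by E2 is 10, and 0 were called here, with 283 at an unadjusted p under 0.05. The paper gives 6 genes in the E2 group alone and 4 in all groups, against 0 and 0 here. All of the alternatives set before the data were examined gave 0 genes with E2, so none of them closed the gap.

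For RBP7 the paper gives a Log2(Fold Change) of −1.65 with E2, and −0.93 (standard error 0.38) was found here. Under the alternatives set before the data were examined it lay between −1.10 and −0.80, and none of them closed the gap.

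The paper states that E2 regulated SPRY4, DUSP6, KCNQ1, RASAL1, CLIC3 and RBP7. Their adjusted p with E2 was 1 here over all coding genes. Of these genes, SPRY4, DUSP6, KCNQ1 and CLIC3 passed when p-values were adjusted over the list alone, with 0.0148, 0.0120, 0.0252 and 0.0123, which is not independent evidence. In the paper's supplement, GPER1 is lower with TGF-β1, with a Log2(Fold Change) of −1.36. Here it was −1.18 (standard error 0.62, adjusted p = 0.163) and was called only without vehicle replicate 4, at −1.49 (adjusted p = 0.0367), and with limma voom and library quality weights, chosen after seeing the values, at −1.94.

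Table 4 of the paper gives positive medians for neutrophil chemotaxis with TGF-β1 and with TGF-β1 + E2, and for Ca2+ flux with TGF-β1. The lists used here are other sets of genes, and their medians were −0.27, −0.54 and −0.042. For NURF the paper gives a positive median with E2, and −0.0024 was found here. Table 4 does not name the unit of its medians, and those here are Log2(Fold Change), so only signs were compared. The Ca2+ flux and NURF medians here lie near 0 and took either sign when 1 library was left out, so their signs are uncertain. The paper lists classical and alternative complement, Ca2+ flux, smooth muscle contraction, histone acetylation and NURF as enriched with E2. Their adjusted p with camera here was 0.0542, 0.141, 0.835, 0.534, 0.835 and 0.932. With Ca2+ flux under TGF-β1 the camera test did not pass (adjusted p = 0.359), and fry did (adjusted p = 0.000324).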

Other observations

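Among the tests below, those of GC content and length and of single libraries for the ERK feedback list were chosen only after the result was seen.

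The list of ERK feedback genes, which include SPRY4 and DUSP6, was higher with E2, with a median Log2(Fold Change) of 0.34 and 17 of 18 genes higher (adjusted p = 1.97e-26 from limma's camera test). The call held with fry (adjusted p = 0.00842) and with the correlation estimated (0.00703), while 0 of the genes passed over all coding genes, 2 passed adjusted over the list alone and 11 had an unadjusted p under 0.05. Without the 2 genes that the paper names from these libraries the median was 0.29, with 15 of 16 genes higher. With offsets for GC content and length it was 0.32, and with 1 library left out it was between 0.30 (without vehicle replicate 1) and 0.39 (without vehicle replicate 4), called in all 17 fits. Of the E2 libraries, 0 had a total count outside the range of the vehicle libraries. Of the 56 splits of the 8 libraries, only 1, the real one, gave as high a median, with 0.26 as the highest of the others. These values argue against the picked genes, GC content and length, a single library, depth and the choice of split as the whole cause. A weak rise of ERK feedback with E2 may be biological, as a hypothesis found and tested on the same data. The list rose by 1.08 with TGF-β1 and by 0.92 with TGF-β1 + E2 (adjusted p = 6.70e-08 and 1.44e-07). Both calls were lost with the correlation estimated (0.101 and 0.105). It differed by −0.036 between these groups (adjusted p = 0.260). That last value took either sign with 1 library left out, from −0.10 without TGF-β1 + E2 replicate 10 to 0.043 without TGF-β1 replicate 7, and it was called without TGF-β1 replicate 5 (−0.093) and TGF-β1 + E2 replicates 10 and 17 (−0.10 and −0.098).

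Splits of the same libraries into groups of the same sizes were refitted, with 60 drawn with a fixed seed where there were more than 100. As many coding genes called as in the real split were found in 1 of 60 splits for TGF-β1 and 1 of 60 for TGF-β1 + E2 against vehicle, the real split itself. The highest of the others were 279 and 1577 genes, the latter in the split that set the 4 vehicle libraries without replicate 4 against all the others. As many shared coding genes, and as high a Pearson's r between these profiles, were found in 1 of 60 splits each. For E2, 18 of 56 splits had as many coding genes at an unadjusted p under 0.05. For TGF-β1 + E2 against TGF-β1 these were 46 of 60, and for the interaction 28 of 60, so these 3 numbers are within what other groupings gave. For TGF-β1 + E2 against TGF-β1, the highest number of coding genes called in any split was 337, with replicates 16 and 17 in the same group. Of the splits that kept these 2 libraries apart, 3 called 271, 208 and 137, so large numbers do not depend on joining them. These splits and the highest one each put TGF-β1 replicate 8 and TGF-β1 + E2 replicates 11 and 17 in the same group. The other splits that did so called 0 or 2. On the second principal component replicates 8, 11 and 17 lay at 43.5, 24.3 and 46.0. The other libraries exposed to TGF-β1 lay between −31.1 and −11.5. The main fit has no term for this axis, which crosses both groups. With libraries 15 to 17 as a term, the real comparison called 0, with 261 at an unadjusted p under 0.05.

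As many lists at an unadjusted p under 0.05 as in the real split were found in 5 of 60 splits with TGF-β1, 7 of 60 with TGF-β1 + E2, 3 of 56 with E2 and 38 of 60 between the 2 TGF-β1 groups, the real split included in each. Of these, the other 4 with TGF-β1 and the other 6 with TGF-β1 + E2 differ from the real split by the exchange or shift of 1 library, so they keep most of the contrast and do not count against it. As low a median of the ECM list as with E2, −0.071, was found in 5 of 56 splits, so this value could be a matter of grouping.

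The 17 tested genes of the list that responds to estrogen in breast cells had a median Log2(Fold Change) with E2 of 0.055, with 9 of 17 higher (adjusted p = 0.293). The median was 0.0047 without E2 replicate 13. With TGF-β1 it was 0.45 (adjusted p = 0.0171) and with TGF-β1 + E2 0.36 (adjusted p = 0.0380), a call that was lost without vehicle replicate 3, at 0.39, and with offsets for GC content and length, at 0.31. Both calls held with fry (adjusted p = 9.78e-10 and 5.21e-09) and were lost with the correlation estimated (0.0830 and 0.101) and with a Mann-Whitney U-test (0.0501 and 0.0556). Between TGF-β1 + E2 and TGF-β1 it was −0.095 (adjusted p = 0.110), called with fry (0.0461) and without TGF-β1 replicate 5, at −0.058.

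In the vehicle libraries ESR1 stood at 3.65 CPM, ESR2 at 0.50 CPM and GPER1 at 0.284 CPM, while the paper's qPCR ranks GPER1 first. CPM is not corrected for gene length, and these genes have 13854, 9337 and 3149 exon bases. The CPM values alone therefore do not settle the order of the 3 receptors. ESR2 and GPER1 had at most 47 and 16 counts in any library. With TGF-β1, ESR2 changed by 0.40 (standard error 0.44, adjusted p = 0.544), and without TGF-β1 replicate 8 by −0.018. For markers that the paper measured by qPCR in other experiments, the Log2(Fold Change) with TGF-β1 was 4.74 for FN1 (standard error 0.13, adjusted p = 5.05e-16), 3.05 for CDH2 (standard error 0.13, adjusted p = 4.75e-13), 2.33 for SNAI1 (standard error 0.15, adjusted p = 4.02e-10), −0.20 for CDH1 (standard error 0.07, adjusted p = 0.0368) and −0.17 for ACTA2 (standard error 0.12, adjusted p = 0.340). CDH1 and ACTA2 did not pass both thresholds. Of the exon bases of ACTA2, 12.8% are shared with FAS. With TGF-β1 + E2, FN1, CDH2 and SNAI1 changed by 4.53, 3.03 and 2.47.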
